# Ex vivo expansion potential of murine hematopoietic stem cells is a rare property only partially predicted by phenotype

**DOI:** 10.7554/eLife.91826

**Published:** 2024-03-06

**Authors:** Qinyu Zhang, Rasmus Olofzon, Anna Konturek-Ciesla, Ouyang Yuan, David Bryder

**Keywords:** hematopoietic stem cell, ex vivo expansion, transplantation, Mouse

## Abstract

The scarcity of hematopoietic stem cells (HSCs) restricts their use in both clinical settings and experimental research. Here, we examined a recently developed method for expanding rigorously purified murine HSCs ex vivo. After 3 weeks of culture, only 0.1% of cells exhibited the input HSC phenotype, but these accounted for almost all functional long-term HSC activity. Input HSCs displayed varying potential for ex vivo self-renewal, with alternative outcomes revealed by single-cell multimodal RNA and ATAC sequencing profiling. While most HSC progeny offered only transient in vivo reconstitution, these cells efficiently rescued mice from lethal myeloablation. The amplification of functional HSC activity allowed for long-term multilineage engraftment in unconditioned hosts that associated with a return of HSCs to quiescence. Thereby, our findings identify several key considerations for ex vivo HSC expansion, with major implications also for assessment of normal HSC activity.

## Introduction

Hematopoietic stem cells (HSCs) are the functional units in bone marrow transplantation (BMT) and gene therapy approaches via their ability for multilineage differentiation and long-term self-renewal (Konturek-Ciesla and Bryder, 2022). However, restrictions in HSC numbers, the requirement of harsh host conditioning, and challenges with how to genetically manipulate HSCs with retained function are barriers for BMT/gene therapy (Walasek et al., 2012). Due to the lack of reliable models for accurate assessment of human HSCs, mice continue to be the preferred experimental model for studying HSC biology. However, studying murine HSC biology also poses challenges due to the scarcity of HSCs.

Recently, culture conditions supporting efficient maintenance and expansion of murine HSCs were reported (Wilkinson et al., 2019). However, the expansion of functional in vivo HSC activity over a 28-day period (estimated to 236- to 899-fold) was not on par with the total cell expansion (>10^4^-fold), demonstrating that large amounts of differentiated progeny were generated along with self-renewing HSC divisions (Wilkinson et al., 2019). Moreover, candidate HSCs (cHSCs) by phenotype represented only a minor portion of the cells at the culture endpoint (Wilkinson et al., 2019), although assessment of HSC activity based on this might be obscured by previous observations that HSCs change some phenotypes in culture (Zhang and Lodish, 2005). While in vitro differentiation complicates assessments of HSC expansion, it might also be beneficial. For example, while HSCs can support lifelong hematopoiesis after BMT, they have limited capacity to rescue the host from lethal conditioning (Nakauchi et al., 1999). To address this limitation, there is a requirement for progenitor cells that can efficiently supply the host with mature blood cells, such as erythrocytes and platelets (Yang et al., 2005; Na Nakorn et al., 2002).

When transplanted, in vivo HSC activity is typically determined using both quantitative and qualitative parameters (Purton and Scadden, 2007). Most commonly, this is achieved by comparing to a known amount of competitor cells (Harrison et al., 1993). However, although the competitive repopulation assay (CRA) represents a mainstay in experimental HSC biology, it associates with shortcomings often neglected. First, while clinical BMT aims at transplanting large numbers of HSCs (Barnett et al., 1999; Trébéden-Negre et al., 2010), experimental murine BMT typically use limited HSC grafts, which can strongly influence on HSC function (Säwén et al., 2016). Second, the CRA is from a quantitative perspective rather blunt, with sigmoidal rather than linear characteristics (Harrison et al., 1993). This limits the boundaries of the effects that can be measured. Third, the CRA assesses HSC activity based on overall hematopoietic chimerism, which might reflect poorly on the actual HSC activity given the vastly different turnover rates of different blood cells lineages (Bryder et al., 2004). At the same time, alternative assays such as limit dilution assays or single-cell transplantation assays are cumbersome, expensive, and associated with ethical concerns. Newer developments in DNA barcoding technology have overcome many of these issues (Lu et al., 2011).

Another concern with BMT is the use of aggressive host conditioning to permit engraftment. While eradicating malignant cells is an important part of treatment regimens for leukemic patients, the fates of HSCs in conditioned hosts versus native hematopoietic contexts are dramatically different (Busch and Rodewald, 2016). But transplantation into unconditioned recipients is inefficient and requires large amounts of transplanted HSCs to saturate available niches (Brecher et al., 1982; Bhattacharya et al., 2009). To achieve even limited HSC chimerism in unconditioned hosts can have strong long-term therapeutic effects (Bhattacharya et al., 2006) and many experimental approaches might benefit from avoiding host conditioning.

Here, we provide molecular and functional details on HSC differentiation and self-renewal following culture and define a set of parameters critical for in vivo assessment of HSC activity. Importantly, we find that HSC heterogeneity was a key influencing factor for HSC expansion even among rigorously purified cHSCs. This determinism has broad implications for experiments involving in vitro manipulation of HSCs, but also when assessing normal HSC function by BMT.

## Results

### In vivo HSC activity is restricted to cells expressing high levels of EPCR

We first assessed the in vivo reconstituting activity of cHSCs with different phenotypes. The endothelial protein C receptor (EPCR or PROCR/CD201) is highly expressed on HSCs (Balazs et al., 2006), while CD41 (ITGA2B) was suggested to be functionally relevant for HSC maintenance and homeostasis (Gekas and Graf, 2013). Based on expression of EPCR and CD41, we isolated four subfractions within BM SLAM LSK cells (Lin^-^Sca1^+^cKit^+^CD150^+^CD48^-/low^) (Figure 1A) and competitively transplanted them at equal numbers into lethally irradiated recipients (Figure 1B). The reconstitution from the three EPCR^high^ fractions was restricted to the peripheral blood (PB) myeloid lineages 4 weeks post-transplantation (Figure 1C), and most of these recipients displayed robust long-term (beyond 16 weeks) multilineage reconstitution with equivalent cHSC chimerism in the BM (Figure 1C–D). EPCR^high^CD41^-^ cells produced slightly more lymphoid cells than the EPCR^high^CD41^+^ cells at the endpoint (Figure 1—figure supplement 1A), but the cHSC chimerism in the BM was very similar to other tested EPCR^high^ fractions (Figure 1D). In contrast to Gekas and Graf, 2013, we failed to observe that staining with the CD41 antibody (MWreg30 clone) compromises HSC engraftment. Transplantation of EPCR negative cells failed to associate with either long-term PB or BM-cHSC chimerism, demonstrating lack of HSC activity within this fraction (Figure 1C–D).

**Figure 1.**
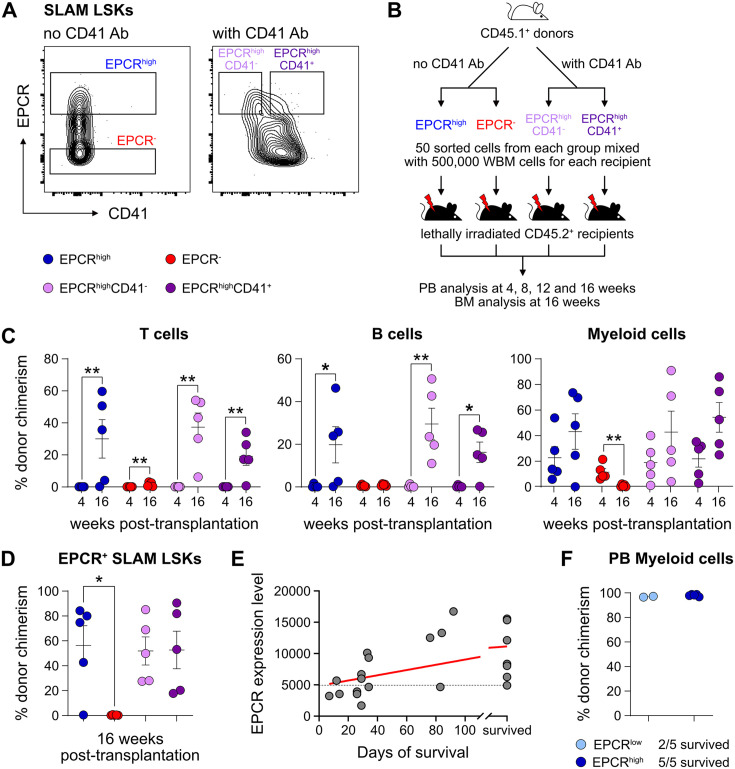
Endothelial protein C receptor (EPCR) expression within the bone marrow (BM) SLAM LSK fraction is a high-confidence predictor of transplantation-associated hematopoietic stem cell (HSC) activity. (**A**) Expression patterns of EPCR and CD41 within the BM LSK SLAM fraction. Gates depict the assessed cell fractions. (**B**) Strategy used to assess the correlation of EPCR and CD41 expression to the in vivo HSC activity. (**C**) Test cell-derived chimerism in peripheral blood (PB) 4 and 16 weeks post-transplantation. n=5 per group. (**D**) Test cell-derived chimerism in BM EPCR^+^ SLAM LSKs 16 weeks post-transplantation. n=5 per group. (**E**) Correlation between duration of radioprotection and EPCR expression levels. BM LSK SLAM cells were co-stained with EPCR and index-sorted at one cell per well, cultured for 21 days, and the content of each well transplanted to individual recipients (n=22). Correlation to mortality of individual mice was made by assessing which well was transplanted into which mouse and coupling this to the index-sorting information. The gray dash line indicated the separation of EPCR higher (>4900) or lower expression (<4900) cHSCs. (**F**) Donor contribution in PB myeloid cells. Mice were transplanted with ex vivo expanded cells from either 50 SLAM LSK EPCR^low^ (n=5) or 50 SLAM LSK EPCR^high^ cells (n=5) and assessments made 16 weeks after transplantation. All data points depict values in individual recipients. Error bars denote SEM. The asterisks indicate significant differences. *, p<0.05; **, p<0.01. In (**E**) a regression line was generated based on an endpoint survival of 150 days (the time at which the experiment was terminated). Figure 1—source data 1.Raw data for Figure 1C: Donor chimerism in peripheral blood (PB) 4 and 16 weeks post-transplantation. Figure 1—source data 2.Raw data for Figure 1D: Donor chimerism in bone marrow (BM) EPCR^+^ SLAM LSKs 16 weeks post-transplantation. Figure 1—source data 3.Raw data for Figure 1E: Correlation between endothelial protein C receptor (EPCR) expression level and animal survival. Figure 1—source data 4.Raw data for Figure 1F: Donor chimerism in peripheral blood (PB) myeloid cells 16 weeks post-transplantation.

**Figure 1—figure supplement 1.**
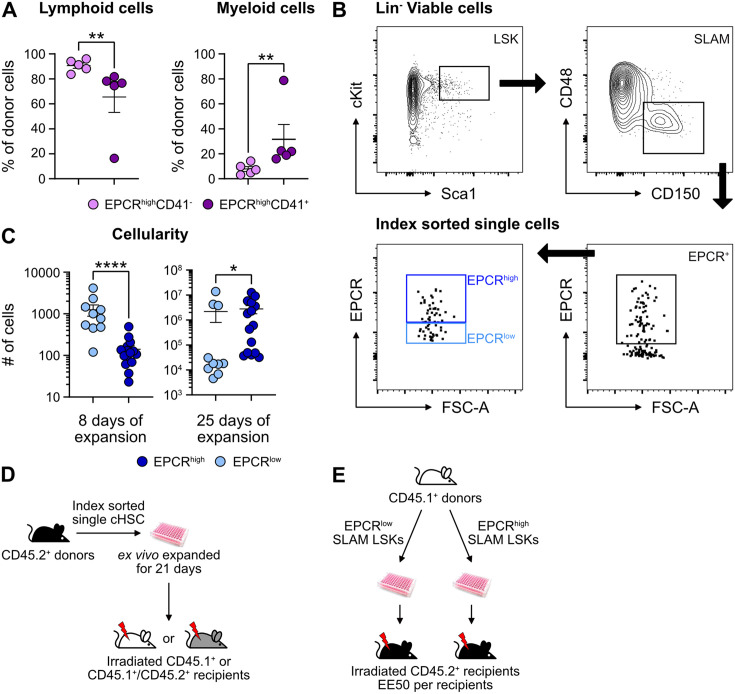
The peripheral blood (PB) lineage output from EPCR^high^CD41^-^ and EPCR^high^CD41^+^ cells after transplantation. (**A**) The distribution of lymphoid (pooled B and T cells) and myeloid cells out of the test cell-derived reconstitution 16 weeks post-transplantation. n=5 for each group. (**B**) Index-sorting strategy for single-cell cultures. (**C**) Overall cell expansion from one index-sorted SLAM LSKs after 8 (EPCR^low^, n=10; EPCR^high^, n=14) or 25 days (EPCR^low^, n=10; EPCR^high^, n=15) of ex vivo culture. Cultures were separated into two groups based on endothelial protein C receptor (EPCR) expression level. (**D**) Strategy to assess repopulating and radioprotection ability of ex vivo expanded cells from index-sorted single SLAM LSKs. (**E**) Strategy to assess repopulating and radioprotection ability of cells ex vivo expanded from 50 EPCR^high^ or EPCR^low^ SLAM LSKs. Data points depict values in individual recipients or individual cultures. Error bars denote SEM. The asterisks indicate significant differences. *, p<0.05; **, p<0.01; ****, p<0.0001. Figure 1—figure supplement 1—source data 1.Raw data for Figure 1—figure supplement 1A: Donor chimerism in peripheral blood (PB) B and T cells 16 weeks post-transplantation. Figure 1—figure supplement 1—source data 2.Raw data for Figure 1—figure supplement 1C: Cellularity of whole culture expanded ex vivo from EPCR^low^ or EPCR^high^ SLAM LSKs.

Next, single EPCR^+^ SLAM LSKs were index-sorted (Figure 1—figure supplement 1B) and expanded ex vivo in an F12-polyvinyl alcohol (PVA)-based culture media (Wilkinson et al., 2020b). At an early stage (8 days, Figure 1—figure supplement 1C), cultures initiated with SLAM LSK cells with higher EPCR expression proliferated less compared to those with lower EPCR expression. However, after longer expansion (25 days, Figure 1—figure supplement 1C), the EPCR higher cells generated on average a larger amount of progeny. To evaluate the HSC activity following ex vivo expansion and to correlate this directly to EPCR expression levels, the expanded cells from index-sorted cultures of cHSCs were collected and transplanted into individual lethally irradiated mice (Figure 1—figure supplement 1D). While freshly and stringently isolated HSCs normally fail to rescue mice from lethal irradiation (Nakauchi et al., 1999), we here entertained that culturing of HSCs in addition to inducing self-renewal would also generate progenitors that could radioprotect the hosts. If so, survival could be used as a proxy for combined hematopoietic stem and progenitor cell (HSPC) activity. Indeed, mice receiving progeny from SLAM LSK EPCR higher cells were more efficiently radioprotected (Figure 1E). Thereafter, we initiated cultures with EPCR^high^ or EPCR^lower^ SLAM LSK cells fractions (Figure 1—figure supplement 1E). Mice transplanted with cells expanded from EPCR^high^ cells radioprotected 5/5 recipients, while only two out of five animals receiving the progeny of EPCR^low^ cells survived long term. As expected, these surviving mice displayed exclusive test cell-derived myelopoiesis long term after transplantation (Figure 1F).

Taken together, these experiments established that HSC activity was restricted to EPCR^high^ HSCs, and such cells could effectively generate progeny in vitro that rescue mice from lethal irradiation. Therefore, we operationally defined our input cHSCs by their EPCR^high^ SLAM phenotype.

### Phenotypic heterogeneity from ex vivo expanded cHSCs

The PVA-dependent cell culture system was reported to efficiently support HSC activity ex vivo over several weeks (Wilkinson et al., 2019). However, the functional HSC frequency did not appear on par with the total amount of cells generated by the end of the culture period, suggesting the generation also of many differentiated cells (Wilkinson et al., 2019). To detail this, we expanded aliquots of cHSCs ex vivo for 14–21 days, followed by multicolor phenotyping. From 50 cHSCs, an average of 0.5 million (14 days) and 13.6 million cells (21 days) were generated (Figure 2—figure supplement 1A) and which associated with a phenotypic heterogeneity that increased over time (Figure 2—figure supplement 1B). With the assumption that HSCs might retain their cell surface phenotype in cultures, we quantified EPCR^high^ SLAM cells and observed a decrease in their frequency over time, although this was numerically counteracted by the overall proliferation in cultures (Figure 2A). Thus, quantification of cHSCs translated into an average expansion of 54-fold (26- to 85-fold) and 291-fold (86- to 1273-fold) at 14 and 21 days, respectively (Figure 2A).

**Figure 2.**
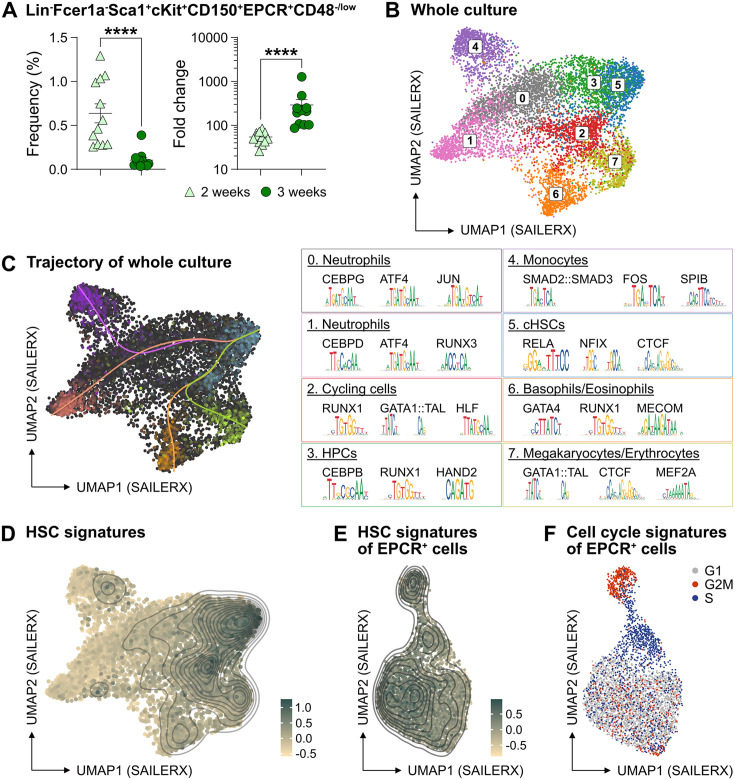
The phenotypic properties of hematopoietic stem cell (HSC) expansion cultures. (**A**) Frequency and fold change of phenotypic candidate HSCs (cHSCs) (EPCR^high^ SLAM LSKs) in ex vivo cultures after 14 or 21 days of culture (n=12 per group). Data points depict values from individual cultures initiated from 50 cHSCs. Error bars denote SEM. The asterisks indicate significant differences. ****, p<0.0001. (**B**) UMAP (based on SAILERX dimensionality reduction) of single-cell multiome profiling of cells expanded ex vivo for 21 days. Cell-type annotations were derived using marker gene signatures and distal motif identities. (**C**) Trajectory analysis of lineage differentiation for cells expanded ex vivo (left), with the top 3 scoring TF motifs of each cluster (right). (**D**) Expression of HSC signature on whole culture. (**E**) Expression of HSC signature of EPCR^+^ cells sorted from ex vivo cultures. (**F**) Cell cycle phase classification of EPCR^+^ cells sorted from ex vivo cultures. Figure 2—source data 1.Raw data for Figure 2A: Frequency and fold change of phenotypic candidate hematopoietic stem cells (cHSCs) expanded ex vivo.

**Figure 2—figure supplement 1.**
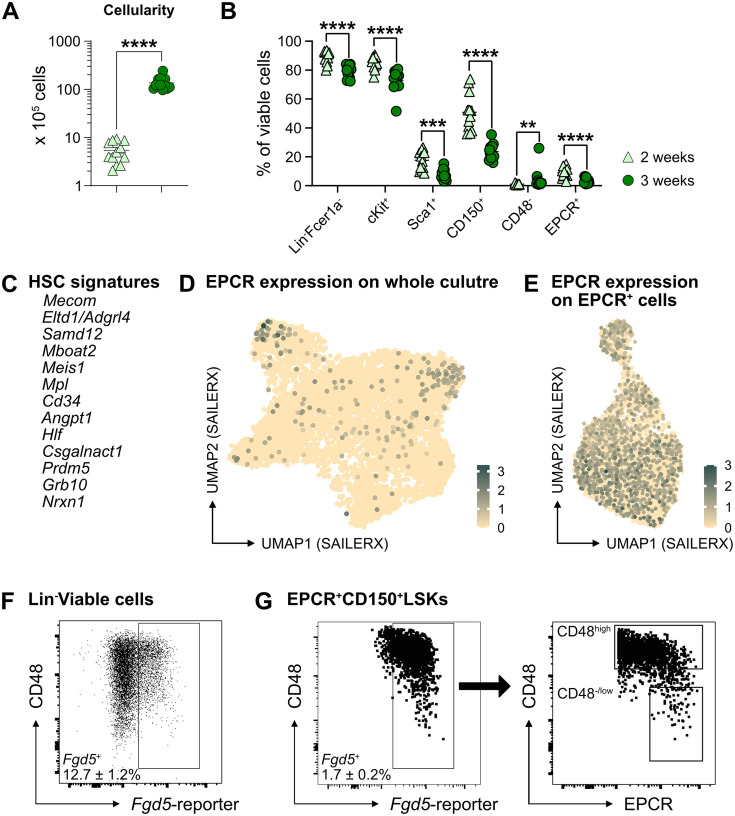
Heterogeneity of ex vivo expanded candidate hematopoietic stem cells (cHSCs). (**A**) Overall cell expansion from 50 EPCR^high^ SLAM LSKs after 14 or 21 days of ex vivo culture (n=12 per group). (**B**) Frequency of cells expressing different stem cell markers in ex vivo cultures following 14 or 21 days of culture (n=12 per group). Data points depict values from individual cultures initiated from 50 cHSCs. (**C**) List of signatures used to define cHSCs. (**D**) and (**E**) Expression of endothelial protein C receptor (EPCR) on whole culture and EPCR^+^ cells. (**F**) and (**G**) Representative FACS plots of cells expanded 14 or 21 days in ex vivo cultures using *Fgd5*-ZsGreen reporter cells, respectively. Mean values demonstrate the frequency of Fgd5^+^Lin^-^Fcer1a^-^ or Fgd5^+^EPCR^+^CD150^+^Fcer1a^-^LSK cells, respectively. Mean ± SEM value was calculated from 15 individual cultures initiated from 50 cHSCs. Error bars denote SEM. The asterisks indicate significant differences. **, p<0.01; ***, p<0.001; ****, p<0.0001. Figure 2—figure supplement 1—source data 1.Raw data for Figure 2—figure supplement 1A: Cellularity of whole culture expanded ex vivo for 2 or 3 weeks. Figure 2—figure supplement 1—source data 2.Raw data for Figure 2—figure supplement 1B: Frequency of cells with different surface marker expression patterns.

To gain a deeper understanding of the cells generated in our ex vivo cultures, we collected cells from the entire culture expanded from 500 cHSCs and isolated nuclei for single-cell multiome sequencing using a commercial platform from 10x Genomics. This approach combines single-cell RNA sequencing and single-cell ATAC sequencing, allowing for integrated analysis of these modalities.

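Cells from the PVA-based cultures were taken after 21 days as 2 samples, the whole culture (named Diverse) and sorted EPCR+ cells (named Immature), with 40000 viable cells sorted for each. EPCR is the endothelial protein C receptor, encoded by *Procr*, and was used to enrich for cultured HSCs. Each sample gave an RNA library and an ATAC library from the same nuclei, in which the transcripts and the transposed DNA of a nucleus carry a shared barcode. There was 1 library per condition and assay and no replicate, so no difference between the samples was tested. The authors aligned the reads to mm10 with Cell Ranger ARC 2.0.0 and aggregated both samples into one dataset. Its list of called nuclei held 14792 barcodes, of which 9423 carried well number 1 and 5369 carried well number 2. These were 23.6% and 13.4% of the sorted cells. No source used here states which well held which sample, so the well counts are given without a condition, and they precede the authors' filters on UMI, gene and peak counts, nucleosome signal and TSS enrichment. A barcode sequence was found in both wells 69 times, against 68.7 expected from independent draws from the kit's barcode list (exact Poisson 95% interval of the observed count 53.7 to 87.3, counting error only). The aggregated feature list held 32285 genes and 135930 ATAC peaks called over both samples. It gives the position of each peak and no height, and values per nucleus were not analysed here, so a peak marks chromatin that was open in some nuclei of either sample, not in a known one. From there, peaks were assigned by distance to the transcription start sites (TSS) of the genes in GENCODE M21, which matched 32235 of the genes by Ensembl ID. Peaks within 50 kb of the TSS were counted for the genes of 16 marker lists, and each list's mean was set against 10000 random lists of the same size, drawn from 21082 genes and matched on the number of genes within 100 kb. The percentile of a list among these random lists describes this set of peaks and is no test between samples, since genes are not replicates. The genes of a random list were drawn independently, whereas some marker lists hold neighbouring genes whose windows share peaks, such as *Elane* and *Prtn3*. For such lists the range of the random lists may be too narrow and the percentile too extreme. Consensus motifs of 23 transcription factor groups were counted in peaks and in control windows of equal width beside them. These values depend on choices such as the distance from the TSS, the set of TSS, the matching of the random lists, the control sequence and the part of the peak that is searched.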

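The chromatin around genes of stem and progenitor cells, neutrophils and monocytes held more ATAC peaks than that around comparable genes. The 12 stem and progenitor genes had on average 17.4 peaks within 50 kb of the TSS, 1.81 times the mean of the random lists and above every one of them. The 15 neutrophil genes had 16.5 peaks (1.46 times, percentile 99.97) and the 14 monocyte and macrophage genes 14.9 (1.60 times, percentile 99.98). Genes of the B cell lineage and of T and NK cells stayed within the range of 95% of the random lists, with 12.6 peaks (1.16 times, percentile 85.1) for 15 genes and 12.4 (1.12 times, percentile 81.3) for 17 genes. Joined, these 32 lymphoid genes were at percentile 91.8, but above the range with peaks within 100 kb (percentile 97.8) and against random lists not matched on gene density (percentile 97.6). The 15 genes of basophils, mast cells and eosinophils also stayed within it at 12.5 (1.20 times, percentile 90.8), but lay above it when peaks within 25 kb were counted (percentile 99.0).

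Among the stem and progenitor genes, *Lyl1*, which encodes a partner of the E proteins, had 25 peaks, and *Hoxa9* and *Lmo2*, both regulators of HSPCs, had 22 each. The fewest were around *Mycn* with 7, *Erg* with 9 and *Tal1* with 15. In the neutrophil list, *Prtn3* and *Elane*, neighbouring genes for granule proteases on chromosome 10 whose windows overlap, had 24 and 23 peaks, and *S100a8*, a subunit of calprotectin, had 21. *Ctsg* (cathepsin G) had 10, *Camp* (cathelicidin) 12 and *Cebpa*, the C/EBP factor needed for granulocytes, 14. In the monocyte list, *Ccr2* (a chemokine receptor), *Mrc1* (the mannose receptor) and *Spi1*, which encodes PU.1, had 21 peaks each, against 6 for *Klf4* and 9 each for *Adgre1* and *F13a1*. *Gata2*, *Hdc* (histidine decarboxylase) and *Mitf* of the basophil and mast cell list had 16 peaks each, while *Cpa3* and *Tpsb2*, genes of mast cell proteases, had 7 each and *Fcer1a*, the IgE-binding chain of the high-affinity receptor, had 4. These counts hold every peak within 50 kb, also peaks that lie nearer to the TSS of another gene. By the nearest TSS, a setting chosen after the data were seen, *Lmo2* had 20 peaks, *Lyl1* 13 and *Hoxa9* 2. In this setting *Prtn3* had 2, *Elane* 4 and *S100a8* 3, and *Mrc1* had 16, *Spi1* 7 and *Ccr2* 6. *Mitf* had 16, *Hdc* 14 and *Gata2* 13. Other genes of their list that tied with them at 16 within 50 kb, but were left unnamed by alphabet, had only 1 and 3.

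Lymphoid genes differed widely. *Fcrla* had 22 peaks, and *Cd79b* and *Cd79a*, the signalling chains of the B cell receptor, had 21 and 18, whereas *Ms4a1* (CD20) had 6, *Blnk* 8 and *Ebf1*, the factor that specifies B cells, 9. *Klrb1c* (NK1.1) had 24, *Il2rb* 19 and *Cd4* 17, whereas the chains of CD8, *Cd8a* and *Cd8b1*, had 6 each and the NK cell receptor *Ncr1* had 2. By the nearest TSS, *Klrb1c* had 17, *Fcrla* and *Cd79b* 6 each, *Il2rb* and *Cd4* 1 each and *Cd79a* 0. With the lists joined, the 44 myeloid genes had 2.14 peaks more per gene than the 32 lymphoid genes. Pairs of random lists gave a difference of -0.587 on average and 95% of them lay between -3.41 and 2.30, so the observed one was inside this range (percentile 96.9). It was outside the range with peaks within 25 kb (percentile 99.0) and with distal peaks only (percentile 98.6), but at percentile 80.4 with peaks within 100 kb (1.08 peaks more) and 92.8 against random lists not matched on gene density. It was at 94.4 when each peak was given to the gene with the nearest TSS, and outside the range with protein-coding genes as background (percentile 97.8), both settings chosen after the data were seen.

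Promoters were open at different shares of the lists. A peak lay within 2 kb of the TSS at 12 of the 12 stem and progenitor genes, 15 of the 15 neutrophil genes, 10 of the 14 monocyte genes and 12 of the 15 basophil and mast cell genes. It did so at 10 of the 15 B cell genes and 7 of the 17 T and NK cell genes, compared with 73.7% of the background genes. Of the genes named above, *Cd79a*, *Fcrla*, *Ms4a1*, *Cd4*, *Cd8a*, *Cd8b1*, *Il2rb* and *Ncr1* had no promoter peak, and neither did *F13a1*. Further genes of the monocyte, basophil and lymphoid lists, not named here, lacked one too. Joined, 84.1% of the myeloid and 53.1% of the lymphoid genes had one. Within 1 kb these shares were 75.0% and 50.0%, and within 5 kb 93.2% and 68.8%. The order of single lists depended on the window. Within 1 kb, the monocyte list (57.1%) was below the B cell list (60.0%) and the background (70.1%). Within 5 kb, the B cell list (80.0%) was at the level of the background (79.2%). Each gene counted with 1 TSS, its most upstream annotated base, so other start sites were not covered. As a comparison from outside the blood, the 12 hepatocyte genes had 7.25 peaks per gene (0.691 times, percentile 3.40) and 2 of them had a promoter peak. Their percentile was 1.30 with peaks within 25 kb, below the range of 95% of the random lists, but 20.6 with distal peaks only, and 18.6 by the nearest TSS, a setting chosen after the data were seen. Lists from outside the blood differed, since the 13 neuron genes were at the level of random lists (1.07 times, percentile 66.1) and 10 of them (76.9%) had a promoter peak. The 14 widely expressed genes, which are active in most cells, also lay above the range of 95% of the random lists (16.0 peaks, 1.44 times, percentile 99.9).

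In distal peaks, the consensus of PU.1/SPIB (GAGGAAGT), bound by the ETS factors of myeloid and B cells, was present in 13.4% of peaks and in 4.72% of control windows 5 kb away (ratio 2.84, 95% interval 2.75 to 2.93, and 7.12 in the central 200 bp). The RUNX consensus (TGTGGTT) was in 26.3% of distal peaks and 19.6% of control windows (ratio 1.34, 1.32 to 1.37, and 2.26 in the central 200 bp), and that of AP-1 (TGASTCA) in 19.7% and 13.5% (ratio 1.46, 1.43 to 1.49, and 2.48 there). The C/EBP consensus (TTGCNNAA) and the CEBPG/ATF4 composite (TGATGCAA) had ratios of 1.09 and 1.45 (1.32 and 2.60 in the central 200 bp), but both were less frequent than in shuffled peak sequences (0.744 and 0.739). The GATA consensus (WGATAAG) had a ratio of 1.04 (1.20 in the central 200 bp) and fell below 1 against shuffled sequence (0.954), whereas the GATA::TAL composite had 1.29 (1.81 in the central 200 bp). Of the motifs of lymphoid factors, EBF (TCCCNNGGGA) had a ratio of 1.09, which turned to 0.905 (0.849 to 0.965) with control windows weighted to the GC content of the peaks. TCF7/LEF1 (CTTTGATS), of T cell factors, was less frequent in distal peaks than in control windows (ratio 0.836, 0.810 to 0.863), and the T-box consensus (AGGTGTGA) slightly so (ratio 0.956, 0.915 to 0.999), though not apart from 1 with windows 20 kb to the left (0.977, 0.935 to 1.02). The intervals cover counting error only, and peaks of both samples were pooled.

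**Figure D1:**
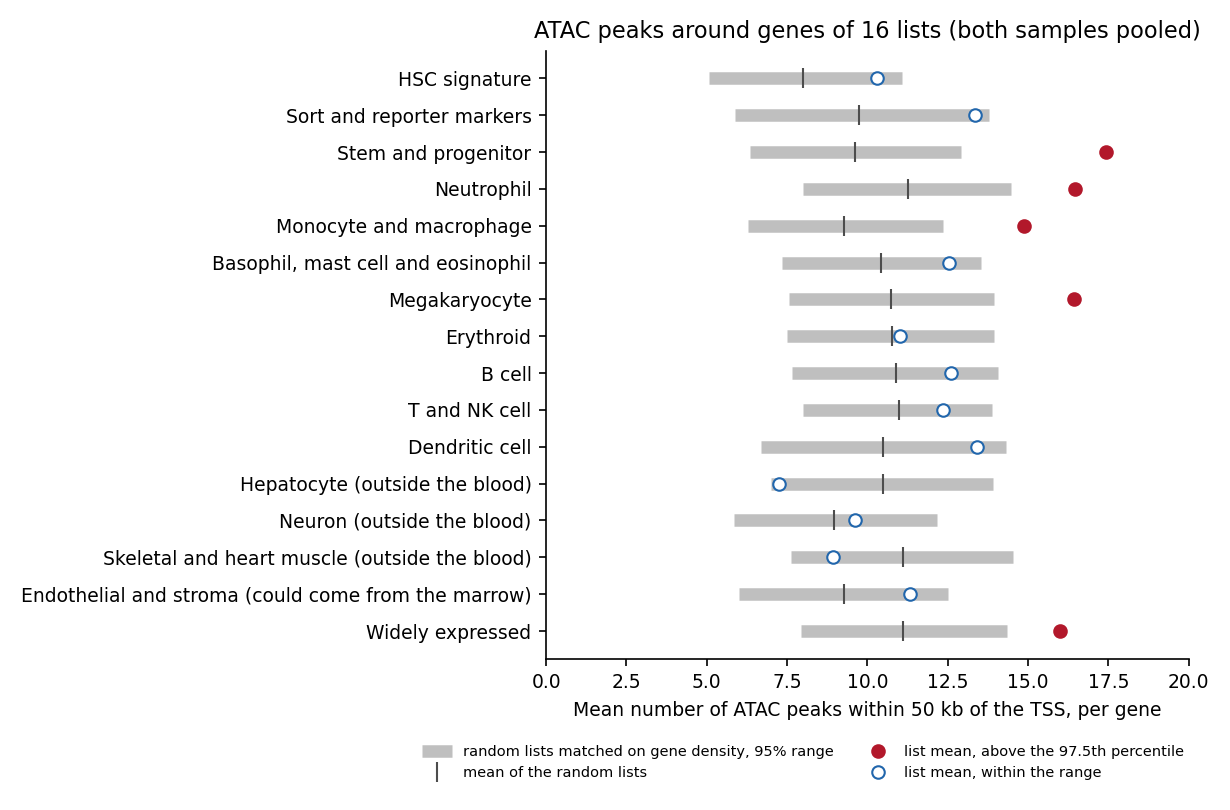
Mean number of ATAC peaks within 50 kb of the TSS per gene (x axis) for 16 marker lists, with grey bars for the range of 95% of 10000 matched random lists, ticks for their mean, filled points for lists above the range and open points for lists within the range. Stem and progenitor (17.4), neutrophil (16.5) and monocyte (14.9) genes lie above the range, together with megakaryocyte and widely expressed genes, while B cell (12.6) and T and NK cell (12.4) genes lie inside it.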

Based on the transcriptomic signatures and distal motif identities, we were able to identify not only early HSPCs, but also many differentiated myeloid cells in the expansion cultures (Figure 2B), however with little evidence for lymphoid differentiation. Assessment of a condensed HSC signatures (Figure 2—figure supplement 1C) confirmed that the cHSCs were primarily located to cluster 5 (Figure 2D), with trajectory analyses suggesting multiple differentiation pathways from early HSPCs to differentiated myeloid progeny (Figure 2C).

Since the EPCR expression also condensed to cluster 5 (Figure 2—figure supplement 1D), we further investigated whether the expression of EPCR marks cHSCs ex vivo by collecting ex vivo expanded EPCR^+^ cells for single-cell multiome sequencing. These cells displayed less heterogeneity than what we observed for the total culture (Figure 2B), which included a more even distribution of the condensed HSC signature (Figure 2E) as well as the expression of EPCR (Figure 2—figure supplement 1E). Here, the most pronounced separator for the interrogated cells attributed to the cell cycle position (Figure 2F).

To explore if other markers could provide additional phenotypic information for genuine HSCs in cultures, we applied an *Fgd5* reporter mouse model previously shown to selectively mark HSCs in situ (Gazit et al., 2014). While the *Fgd5* reporter only marked a subset of cells in culture (Figure 2—figure supplement 1F), we noted heterogeneous expression of CD48 within the Fgd5 positive fraction (Figure 2—figure supplement 1F–G) and that we failed to clearly demarcate in our single-cell multimodal data.

Collectively, these results demonstrated robust expansion of cHSCs using the PVA-based culture system, albeit with additional parallel generation of a large number of more differentiated cells. While the identities of most of the cells in cultures could be clearly deduced by their combined gene expression and chromatin accessibility profiles, this approach failed to inform on the heterogeneous expression pattern of CD48 on cHSCs (Figure 2—figure supplement 1).

### Functional HSC activity associates to a minor LSK SLAM EPCR^high^ fraction within ex vivo cultures

Given our inability to distinctly identify cHSCs by their molecular profiles, we next explored the possibility to prospectively isolate HSCs from the cHSC cultures and instead rely on their functional ability to long-term repopulate lethally irradiated hosts for readout. cHSCs were isolated and cultured ex vivo for 21 days and the expanded cells were separated into two equal portions: one portion was kept unfractionated, while three subpopulations of CD150^+^LSKs: EPCR^high^CD48^-/low^, EPCR^high^CD48^+^, and EPCR^-^ were sorted from the other portion. The fractions were competitively transplanted into lethally irradiated mice, such that each recipient received fractions equivalent to the expansion from 50 cHSCs (EE50) along with 500,000 competitor WBM cells (Figure 3A).

**Figure 3.**
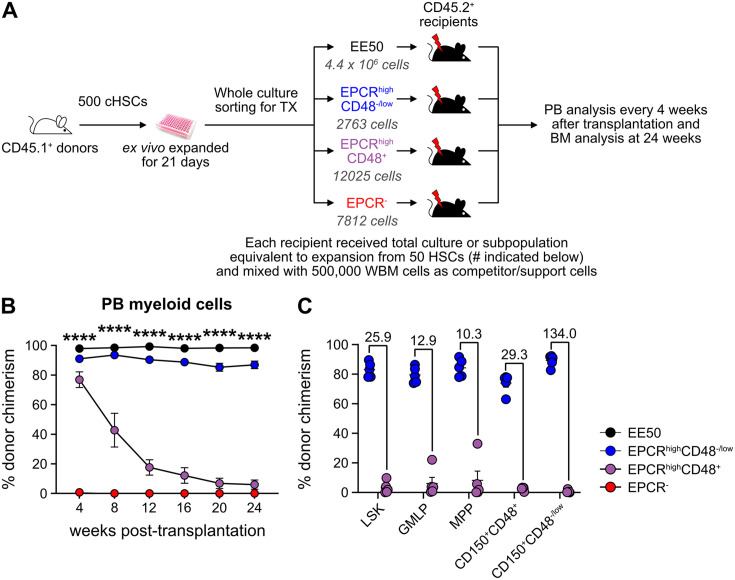
Hematopoietic stem cell (HSC) activity can be prospectively isolated from candidate HSC (cHSC) cultures and associates to a minor EPCR^+^ SLAM LSK fraction. (**A**) Strategy to assess the in vivo HSC activity of subfractions from ex vivo cultures. (**B**) Test cell-derived chimerism in peripheral blood (PB) myeloid lineages over 24 weeks post-transplantation. Data represent mean values ± SEM (n=5 per group). A one-way ANOVA test was applied, with the asterisks indicating significant differences among the four groups. ****, p<0.0001. (**C**) Test cell-derived chimerism in bone marrow (BM) progenitor subsets 24 weeks post-transplantation (n=5 per group). Numbers indicate fold differences between the EPCR^+^ CD48^-/low^ and EPCR^+^CD48^+^ fractions, and data points depict chimerism levels in individual recipients. Figure 3—source data 1.Raw data for Figure 3B: Donor chimerism in peripheral blood (PB) myeloid cells over 24 weeks post-transplantation. Figure 3—source data 2.Raw data for Figure 3C: Donor chimerism in bone marrow (BM) progenitors 24 weeks post-transplantation.

**Figure 3—figure supplement 1.**
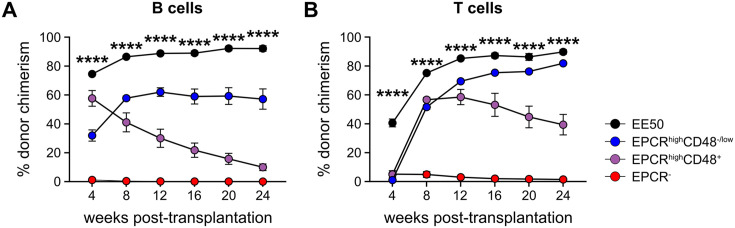
B and T cell chimerism in peripheral blood (PB) after transplantation. (**A**) Test cell-derived chimerism in PB B cells over 24 weeks post-transplantation (n=5 per group). (**B**) Test cell-derived chimerism in PB T cells over 24 weeks post-transplantation. Data represent mean values (n=5 per group). Error bars denote SEM. A one-way ANOVA test was applied, with the asterisks indicating significant differences among the four groups. ****, p<0.0001. Figure 3—figure supplement 1—source data 1.Raw data for Figure 3—figure supplement 1A: Donor chimerism in peripheral blood (PB) B cells over 24 weeks post-transplantation. Figure 3—figure supplement 1—source data 2.Raw data for Figure 3—figure supplement 1B: Donor chimerism in peripheral blood (PB) T cells over 24 weeks post-transplantation.

Stable and very high long-term multilineage reconstitution was observed in all recipients of unfractionated cultured cells. By contrast, test cell-derived reconstitution was not recovered from EPCR^-^ cells (Figure 3B and Figure 3—figure supplement 1). EPCR^high^CD48^+^ cells produced very high reconstitution levels short term after transplantation, but the chimerism provided by these cells dropped considerably over time (Figure 3B and Figure 3—figure supplement 1). This differed strikingly from recipients receiving the minor fraction of EPCR^high^CD48^-/low^ cells, which presented with robust long-term multilineage reconstitution (Figure 3B and Figure 3—figure supplement 1). While almost no BM-cHSC chimerism was observed from EPCR^high^CD48^+^ cells, EPCR^high^CD48^-/low^ cells produced very high chimerism in all evaluated progenitor fractions, including for cHSCs (Figure 3C).

These data established that functional in vivo HSC activity following culture is restricted to the minor fraction of SLAM LSK EPCR^high^ cells.

### Quantification of HSC activity in ex vivo expansion cultures

Expanded cHSCs presented with a vastly higher reconstitution activity compared to freshly isolated cHSCs, and mostly fell out of range for accurate quantification (Figure 3B). We therefore assessed the impact of lowering the amount of input cHSCs and enhancing the amount of competitor cells. Aliquots of 10 cHSCs were cultured and expanded for 21 days. Cells from each culture (EE10) were next mixed with 2 or 20 million (2M or 20M) competitor WBM cells, followed by transplantation (Figure 4A, ‘individual’). In parallel, we also included a group in which EE50 cHSCs were mixed with 10 million WBM cells and split among five lethally irradiated recipients (Figure 4A, ‘pooled’). This allowed us to assess the variability among input cHSCs.

**Figure 4.**
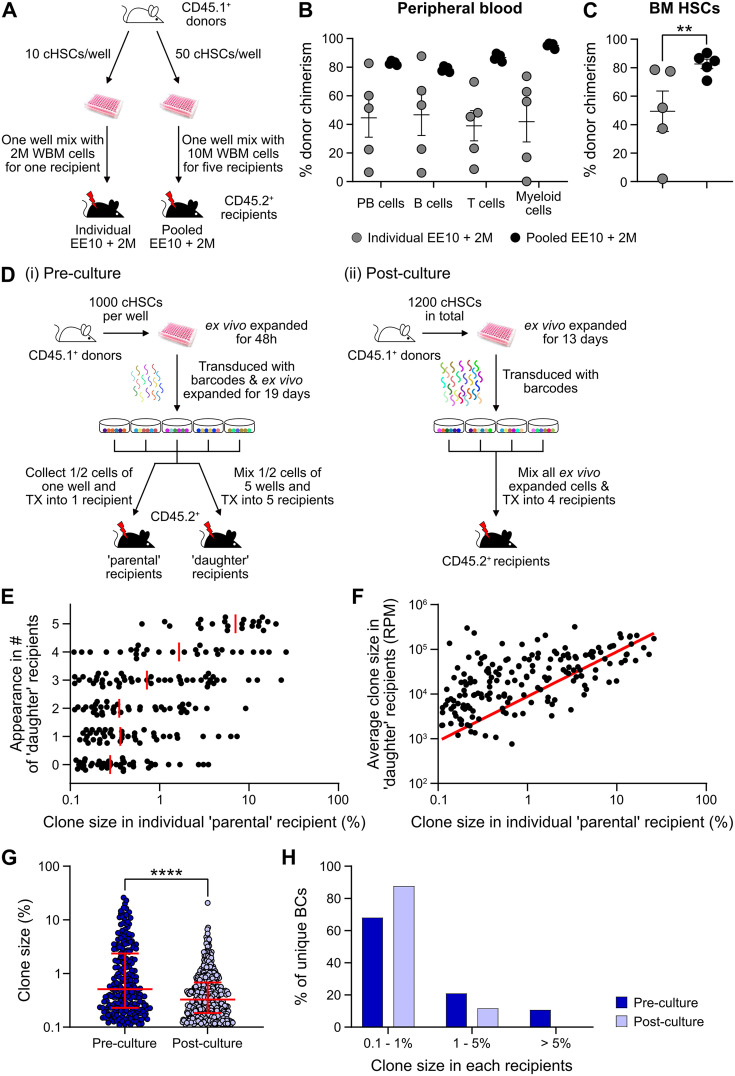
Quantification of repopulating activity from expanded candidate hematopoietic stem cells (cHSCs). (**A**) Competitive transplantation strategies used to assess the repopulation of ex vivo expanded cHSCs. (**B**) Test cell-derived peripheral blood (PB) reconstitution 16 weeks post-transplantation (n=5 per group). Symbols denote individual mice and means ± SEM. (**C**) Bone marrow (BM) cHSCs chimerism 16 weeks post-transplantation (n=5 per group). Symbols denote individual mice, and means ± SEM. (**D**) Barcode approaches used to assess the clonal HSC contribution of ex vivo expanded HSCs before (**i**) or after (ii) ex vivo expansion. (**E**) Clone sizes of unique barcodes in ‘parental’ recipients and their appearance in ‘daughter’ recipients, demonstrating extensive variation in expansion capacity among individual HSCs. Red lines indicate the median clone size in ‘parental’ recipients. (**F**) Clone sizes of unique barcodes detected in BM myeloid cells of ‘parental’ recipients and their corresponding contribution in ‘daughter’ recipients. The red line denotes the correlation/linear regression. (**G**) Clone sizes in ‘parental’ recipients transplanted with ‘pre-culture’ barcoded cells, or in recipients of ‘post-culture’ barcoded cells. Median clone sizes are shown with interquartile ranges. (**H**) Frequency of barcodes and their clone sizes in recipients of pre- or post-cultured barcoded HSCs. BCs, barcodes. All data points depict values in individual recipients or barcodes. Asterisks indicate significant differences. *, p<0.05; ****, p<0.0001. Figure 4—source data 1.Raw data for Figure 4B: Donor chimerism in peripheral blood (PB) lineages 16 weeks post-transplantation. Figure 4—source data 2.Raw data for Figure 4C: Donor chimerism in bone marrow (BM) hematopoietic stem cells (HSCs) 16 weeks post-transplantation. Figure 4—source data 3.Raw data for Figure 4E: Clone sizes of unique barcodes in ‘parental’ recipients and their appearance in ‘daughter’ recipients. Figure 4—source data 4.Raw data for Figure 4F: Clone sizes of unique barcodes detected in bone marrow (BM) myeloid cells of ‘parental’ recipients and their corresponding contribution in ‘daughter’ recipients. Figure 4—source data 5.Raw data for Figure 4G: Clone size distribution of pre- and post-culture barcodes. Figure 4—source data 6.Raw data for Figure 4H: Frequency distribution of pre- and post-culture barcodes.

**Figure 4—figure supplement 1.**
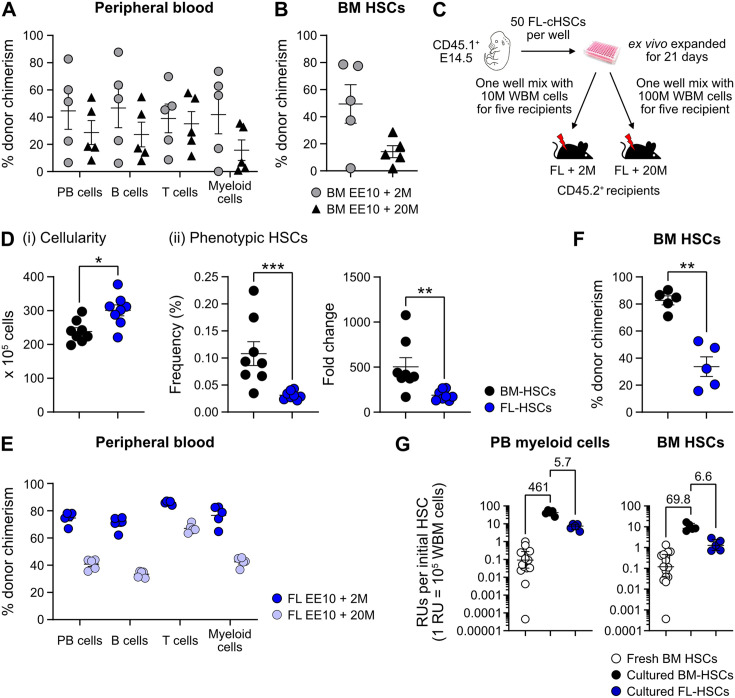
Quantification of hematopoietic stem cell (HSC) activity from cultured bone marrow (BM) or fetal liver (FL)-HSCs. (**A**) Percentage of test cell-derived cells in peripheral blood (PB) to each of the assessed lineages 16 weeks post-transplantation (n=5 per group). Mice were transplanted with CD45.2^+^ EE10 BM-cHSCs together with 2 or 20 million CD45.1^+^ WBM cells. (**B**) Test cell-derived chimerism in BM-cHSCs 16 weeks post-transplantation (n=5 per group). Mice were transplanted with CD45.2^+^ EE10 BM-cHSCs together with 2 or 20 million CD45.1^+^ WBM cells. (**C**) Outline of the competitive transplantation strategy to assess the repopulation ability of ex vivo expanded FL-cHSCs. (**D**) Phenotypic analysis of ex vivo expanded BM-HSCs and FL-HSCs (n=8 per group). (**i**) Overall cell expansion from 50 BM- or FL-EPCR^high^ SLAM LSKs after 21 days of ex vivo culture. (ii) Frequency and fold change of phenotypic cHSCs (EPCR^high^ SLAM LSKs) in ex vivo cultures after 21 days of culture from BM- or FL-cHSCs. (**E**) Test cell-derived chimerism in PB myeloid cells 16 weeks post-transplantation (n=5 per group). (**F**) Test-derived HSCs chimerism in the BM of the recipients received ex vivo expanded cells from BM- or FL-cHSCs 16 weeks post transplantation (n=5 per group). (**G**) Repopulating units (RUs) equivalent to one initial cHSC within PB myeloid cells and BM-cHSCs in the recipients of 50 BM-cHSCs (n=15) or ex vivo expanded cells from 10 BM- (n=5) or FL-cHSCs (n=5) 16 weeks post-transplantation. Fold changes of EE10 BM-cHSCs versus 50 fresh BM-cHSCs or EE10 FL-cHSCs are indicated. Median values are shown with interquartile ranges. All data points depict values in individual recipients or culture wells. Error bars denote SEM. The asterisks indicate significant differences. *, p<0.05; **, p<0.01; ***, p<0.001. Figure 4—figure supplement 1—source data 1.Raw data for Figure 4—figure supplement 1A: Donor chimerism in peripheral blood (PB) lineages 16 weeks post-transplantation. Figure 4—figure supplement 1—source data 2.Raw data for Figure 4—figure supplement 1B: Donor chimerism in bone marrow (BM) hematopoietic stem cells (HSCs) 16 weeks post-transplantation. Figure 4—figure supplement 1—source data 3.Raw data for Figure 4—figure supplement 1D: Whole culture cellularity and frequency and fold change of phenotypic candidate hematopoietic stem cells (cHSCs) expanded ex vivo from bone marrow (BM)- or fetal liver (FL)-HSCs. Figure 4—figure supplement 1—source data 4.Raw data for Figure 4—figure supplement 1E: Donor chimerism in peripheral blood (PB) lineages 16 weeks post-transplantation. Figure 4—figure supplement 1—source data 5.Raw data for Figure 4—figure supplement 1F: Donor chimerism in bone marrow (BM) hematopoietic stem cells (HSCs) 16 weeks post-transplantation. Figure 4—figure supplement 1—source data 6.Raw data for Figure 4—figure supplement 1G: Repopulating units (RUs) per initial hematopoietic stem cells (HSCs) in peripheral blood (PB) myeloid cells and bone marrow (BM) HSCs.

Although robust reconstitution was observed in most recipients of ‘individual’ cultures (Table 1, Figure 4B–C, and Figure 4—figure supplement 1A–B), the levels of test cell-derived cells varied extensively among these recipients. To quantify the HSC activity in each recipient, we calculated the repopulating units (RUs) (Harrison et al., 1993) for each lineage and recipient separately at the experimental endpoint (Table 1). Short-lived myeloid cells have been proposed as a better indicator of ongoing HSC activity (Domen et al., 2000), and in agreement with this, we observed a high correlation between the RU^myeloid^ and RUs for cHSCs in the BM (Table 1). A much more consistent HSC activity was observed in-between recipients of ‘pooled’ cells (Table 1, Figure 4B–C). This confirmed that the differential chimerism in recipients of limited cHSC numbers relates to an unresolved cellular heterogeneity of input cHSCs. RUs per initial cHSC were calculated for freshly isolated BM-cHSCs (the three EPCR^high^ groups from Figure 1B) and following 3-week culture (‘pooled’ group). This revealed 461- and 70-fold increases in PB myeloid and BM-cHSC chimerism in recipients of ex vivo expanded cells, respectively. This is an estimate of the increase of functional HSC activity following ex vivo culture (Figure 4B–C and Figure 4—figure supplement 1G).

**Table 1.** Repopulating units (RUs) for each lineage in peripheral blood (PB) and for bone marrow (BM) candidate hematopoietic stem cells (cHSCs) of each recipient.

*Recipients*		*PB*	*B cells*	*T cells*	*Myeloid* cells	*BM-cHSCs*
*Individual* *BM EE10+2*M	*#1*	6	6	6	4	12
	*#2*	31	35	19	27	75
	*#3*	21	23	17	35	70
	*#4*	98	144	46	57	21
	*#5*	1	1	2	0.03	0.4
*Pooled* *BM EE10+2*M	*#1*	101	78	173	583	49
	*#2*	110	84	120	516	82
	*#3*	87	68	103	248	130
	*#4*	101	70	149	384	187
	*#5*	65	127	186	331	112

1 RU equals to the average reconstitution activity of 1×105 WBM cells.

We next assessed HSC clonality using a lentiviral barcoding approach. Five aliquots of 1000 cHSCs were transduced with a barcode library (Biddy et al., 2018) 48 hr after culture and then expanded for 19 days. Half of the expanded cells from each well were transplanted into one ‘parental’ recipient, respectively, while the other half was mixed with each other, with each ‘daughter’ recipient receiving 1/5 of the mixed cells (Figure 4D-i). As a proxy for the HSC activity, barcodes were extracted from BM test-derived myeloid cells 16 weeks post-transplantation. Following stringent filtering, we retrieved 223 unique barcodes in the ‘parental’ recipients, with a highly variable contribution (0.1–26.0%, Figure 4E–G). Representation of the same barcode in ‘parental’ and ‘daughter’ recipients demonstrates a shared clonal/HSC origin, where more robustly expanding HSCs should have a higher chance of reconstituting more ‘daughter’ recipients. Our data agreed well with this presumption (Figure 4E), and the most actively shared clones also associated with larger outputs in ‘daughter’ recipients (Figure 4F).

While our initial barcode experiments were designed to assess the in vitro expansion potential of cHSCs, a next set of experiments were executed to assess the clonal HSC activity following expansion. For this, cHSCs were ex vivo expanded for 13 days, provided with barcodes (Horlbeck et al., 2016) overnight, and transplanted into four lethally irradiated recipients (Figure 4D-ii). 16 weeks post-transplantation, we recovered 573 unique barcodes. The median clone sizes of HSCs post-culture were significantly smaller than the pre-culture clones (Figure 4G), which was expected as more clones (573 vs 223) were evaluated in the ‘post-culture’ setting. However, the frequency of dominantly contributing clones was significantly less abundant (Figure 4H), demonstrating a more even contribution from individual clones in this setting. This is in line with the interpretation that expanded HSCs are functionally more equivalent than input cHSCs.

Finally, we assessed how the culture system supports the in vivo activity of fetal liver (FL)-cHSCs (Figure 4—figure supplement 1C). E14.5 FL-cHSCs were sorted using the same immuno-phenotype as BM-cHSCs and cultured ex vivo. We observed an average 188-fold increase of cHSCs following 21 days’ culture (Figure 4—figure supplement 1D). We used the ‘pooled’ approach for functional evaluation and competed EE10 cells with either 2 or 20 million WBM cells (Figure 4—figure supplement 1C and E). While ex vivo expanded FL-cHSCs contributed considerably to multilineage reconstitution (Figure 4—figure supplement 1E), we observed 5.7- and 6.6-fold lower reconstitution within PB myeloid cells and cHSCs when comparing to animals transplanted cells expanded from BM-cHSCs, respectively (Figure 4—figure supplement 1F–G).

Taken together, these experiments demonstrated robust increases in HSC activity following culture of cHSCs, albeit slightly less for FL-cHSCs. However, clonal barcode assessments revealed substantial variation in ex vivo expansion potential of even stringently purified input cHSCs.

### Ex vivo expanded cHSCs returns to a quiescent state following engraftment in unconditioned recipients

Successful engraftment in an unconditioned setting requires large numbers of HSCs/HSPCs (Brecher et al., 1982), which reportedly can be accommodated by PVA-cultured HSCs (Wilkinson et al., 2019). To test this, we transplanted EE100 CD45.1^+^ cHSCs into lethally irradiated or unconditioned CD45.2^+^ recipients (Figure 5—figure supplement 1A). In lethally irradiated hosts, cultured cells reconstituted >90% of PB cells, including with robust contribution of donor cells to the myeloid lineages. By contrast, most of the unconditioned recipients lacked long-term reconstitution (Figure 5—figure supplement 1B). Given that CD45 mismatching might be a sufficient immunological barrier to prevent HSPC reconstitution (van Os et al., 2001), we instead transplanted expanded cells into unconditioned F1 CD45.1^+^/CD45.2^+^ hosts (Figure 5A). Clear long-term multilineage engraftment was observed in all these hosts (Figure 5B).

**Figure 5.**
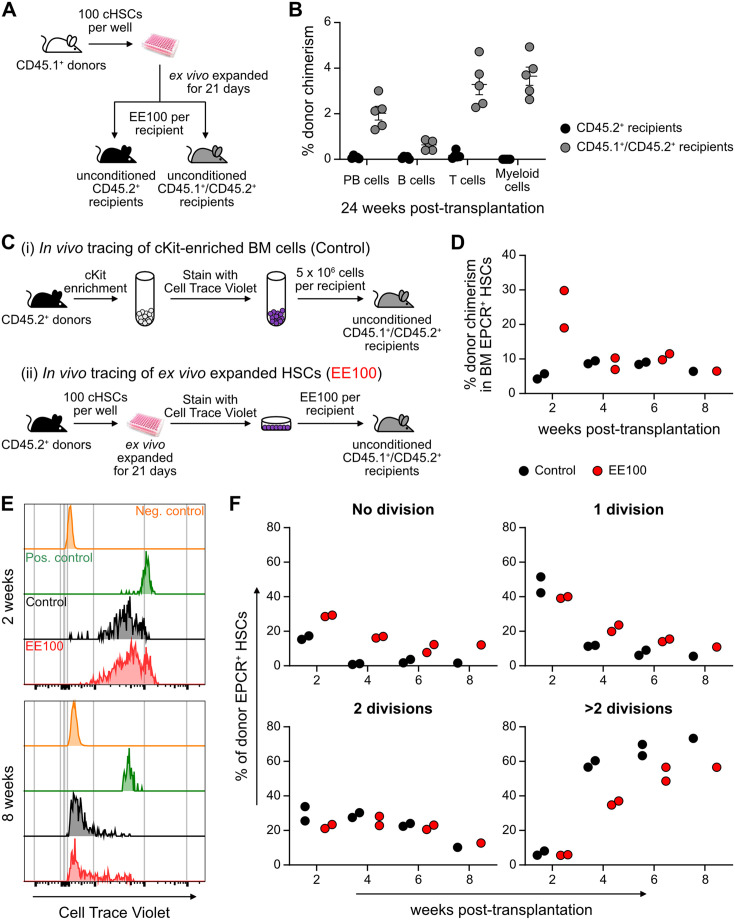
Cultured candidate hematopoietic stem cells (cHSCs) allow for transplantation into non-conditioned syngeneic recipients. (**A**) Strategy to assess the ability of ex vivo expanded cHSCs to engraft unconditioned recipients. (**B**) Test cell-derived peripheral blood (PB) reconstitution 24 weeks post-transplantation (n=5 per group). Symbols denote individual mice and means ± SEM. (**C**) Strategy used to assess the in vivo proliferation of ex vivo expanded cHSCs. (**D**) Bone marrow (BM) cHSC chimerism 2–8 weeks post-transplantation. n=2 per group for 2, 4 or 6 weeks post-transplantation. n=1 per group for 8 weeks post-transplantation. (**E**) Representative CellTrace Violet (CTV) label profiles of donor EPCR^+^ cHSCs compared to negative control signal (host EPCR^+^ cHSCs) and positive signal (donor CD4^+^ spleen cells) at 2 or 8 weeks post-transplantation. (**F**) Donor EPCR^+^ cHSCs were evaluated for the number of cell divisions they had undergone through 8 weeks post-transplantation. n=2 per group for 2, 4 or 6 weeks post-transplantation. n=1 per group for 8 weeks post-transplantation. All data points depict values in individual recipients. Figure 5—source data 1.Raw data for Figure 5B: Donor chimerism in peripheral blood (PB) lineages 24 weeks post-transplantation. Figure 5—source data 2.Raw data for Figure 5D: Donor chimerism in bone marrow (BM) EPCR^+^ hematopoietic stem cells (HSCs) over 8 weeks post-transplantation. Figure 5—source data 3.Raw data for Figure 5F: Cell divisions of donor bone marrow (BM) EPCR^+^ hematopoietic stem cells (HSCs).

**Figure 5—figure supplement 1.**
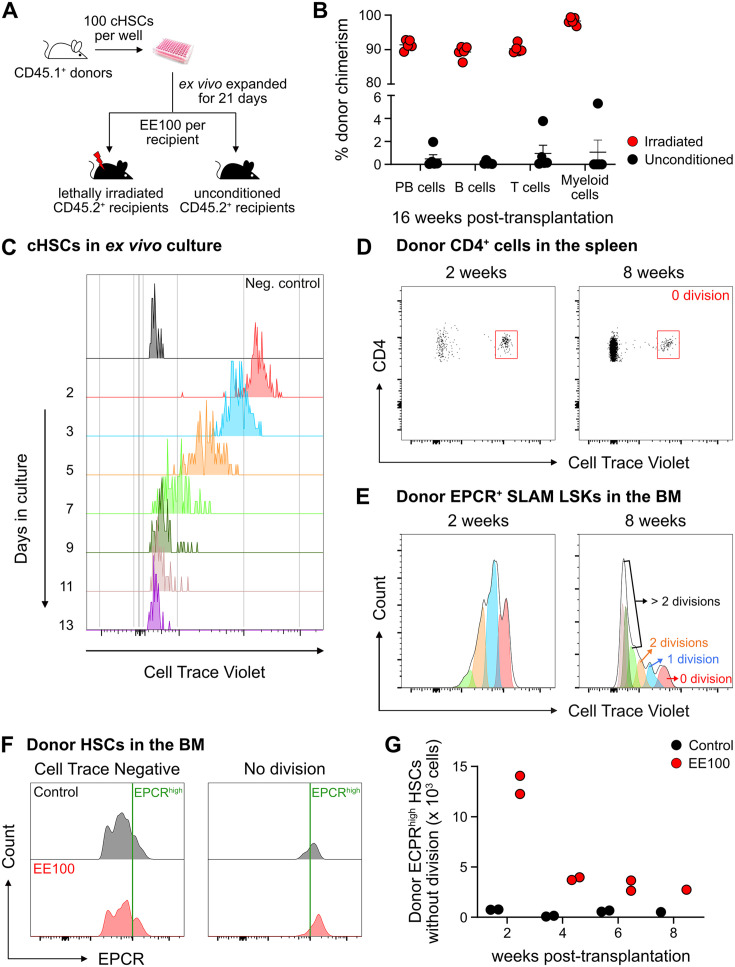
The fate of ex vivo cultured candidate hematopoietic stem cells (cHSCs) following transplantation into unconditioned hosts. (**A**) Strategy to assess the repopulation of ex vivo expanded cHSCs into lethally irradiated or unconditioned recipients. (**B**) Test cell-derived peripheral blood (PB) reconstitution 16 weeks post-transplantation (n=5 per group). All data points depict values in individual recipients. Error bars denote SEM. (**C**) CellTrace Violet (CTV) signal from cHSCs in ex vivo cultures. The cultures were initiated with 100,000 CTV-labeled cKit-enriched cells per well (n=5). Unstained cKit-enriched cultures were used as negative control. CTV signal was traced by analyzing half of the expanded cells after each split until 13 days after culture. (**D**) CTV signal from transplanted CD4+ spleen cells, used to define undivided cells. (**E**) Investigation of cell divisions based on CTV signals. (**F**) Correlation of endothelial protein C receptor (EPCR) expression levels and the proliferative activity of cHSCs. (**G**) Number of undivided donor EPCR^high^ HSCs. n=2 per group for 2, 4 or 6 weeks post-transplantation. n=1 per group for 8 weeks post-transplantation. All data points depict values in individual recipients. Figure 5—figure supplement 1—source data 1.Raw data for Figure 5—figure supplement 1B: Donor chimerism in peripheral blood (PB) lineages 16 weeks post-transplantation. Figure 5—figure supplement 1—source data 2.Raw data for Figure 5—figure supplement 1G Number of undivided donor EPCR^high^ hematopoietic stem cells (HSCs) without division.

In the BM, cHSCs exist for the most part in a quiescent state, which contrasts the situation in cultures (Figure 5—figure supplement 1). To investigate to what extent ex vivo expanded cHSCs could return to quiescence following transplantation, we expanded 100 CD45.2^+^ cHSCs for 21 days and stained all their progeny with the proliferation-tracking dye CellTrace Violet (CTV) prior to transplantation into CD45.1^+^/CD45.2^+^ hosts. As a control, we transplanted CTV-labeled unmanipulated CD45.2^+^ cKit-enriched BM cells (Figure 5C). In these animals, splenic CD4^+^-enriched cells were co-transplanted as a control for non-dividing cells (Figure 5—figure supplement 1D). Reconstitution and cHSC fates were monitored biweekly for up to 8 weeks post-transplantation. Although the phenotypic cHSC contribution in recipients receiving ex vivo expanded cells outnumbered the contribution from unmanipulated cells 2 weeks post-transplantation, the levels became comparable later (Figure 5D). Recipients from both groups showed high levels of CTV signal 2 weeks post-transplantation, with the majority of donor EPCR^+^ cHSCs having undergone fewer than three cell divisions. Over time, increasing numbers of cHSCs had proliferated within both groups and with similar patterns (Figure 5E–F and Figure 5—figure supplement 1E), with a slightly higher number of undivided cHSCs retrieved from ex vivo expanded HSCs at all time points (Figure 5E). The most quiescent cHSCs associated with higher EPCR levels (Figure 5—figure supplement 1F–G), again attesting to the usefulness of EPCR to predict robust HSC activity.

Therefore, ex vivo expanded cHSCs can efficiently engraft immunologically matched hosts without conditioning. Under such conditions, expanded cHSCs can rapidly return to quiescence following transplantation.

## Discussion

Although many efforts have aimed to in vitro expand murine HSCs, the results have for the most part been disappointing (Wilkinson et al., 2020a). A recent study suggested that the substitution of undefined serum products with the synthetic polymer PVA is one key determinant toward this goal (Wilkinson et al., 2019). Here, we detailed this culture system further. We focused on the requirements of candidate input HSCs, the reproducibility of the system, the cellular output, and the functional in vivo performance of the in vitro replicating HSCs. Several observations that we believe are valuable not only for future applications of the PVA culture system, but also for HSC biology in general, emerged from our work.

While the PVA system supports HSC activity even from unfractionated BM cell preparations (Ochi et al., 2021), the long-term repopulating HSCs (LT-HSCs) in cruder input cell preparations are very low. While having its own advantages, this makes it difficult to track the fates of cHSCs. Therefore, we here consistently initiated cultures with more stringently purified cHSCs. As a starting point, we used cHSCs isolated based on a current standard SLAM phenotype (Lin^-^Sca^+^cKit^+^CD48^-^CD150^+^) (Challen et al., 2021). In agreement with previous reports (Kent et al., 2009), we observed that CD201/EPCR further enriches for LT-HSCs, a knowledge that has so far not been adopted as a standard in the field (Challen et al., 2021). This applied both to cHSCs isolated directly from the BM and following culture. In fact, despite that HSCs change many phenotypes in culture (Zhang and Lodish, 2005), the LT-HSC activity following culture was remarkably enriched not only in the EPCR positive fraction, but also for other phenotypic attributes of unmanipulated LT-HSCs. Importantly, such cHSCs represented only a very minor fraction in cultures (0.6% and 0.1% of 2- and 3 week cultures, respectively) but contained all LT-HSC activity, with the massive overall expansion in cultures leading to substantial net expansions of such cells (100- to 1200-fold).

While we gained insights into the dynamics of ex vivo differentiation of cHSCs into mature lineages by simultaneously measuring ATAC signal and RNA transcripts in individual nuclei using single-cell multiome sequencing, the limited sensitivity of this method hindered the identification of more homogeneous populations of bona fide HSCs within the sorted EPCR^+^ cells. Therefore, we assessed the functional in vivo HSC activity in most of our subsequent work. While our clonal barcoding experiments unequivocally demonstrated HSC self-renewal, the large spectra in expansion potential of individual cHSCs was noteworthy. This variation was reduced when assessing HSC activity following culture and aligns with the interpretation that the offspring of cHSCs that self-renew robustly in cultures exhibit less differences. Nonetheless, the demonstrated in vitro self-renewal refutes alternative views in which the culture process would mainly act to enhance the reconstitution capacity of individual HSCs, for instance by altering their homing properties and/or by the conversion of more differentiated progenitors into cells with LT-HSC activity. Therefore, our data support the view that this (or other) culture systems might not support all types of LT-HSCs previously alluded to Haas et al., 2018. Further support to this notion can be derived from our data on FL-cHSCs, which did not expand better than adult HSCs in the PVA system, despite that FL-HSCs repopulate mice more efficiently than adult HSCs when unmanipulated (Rebel et al., 1996). In a broader sense, this associates also with the general concept of self-renewal and that has recently been highlighted in studies on native hematopoiesis, where distinct but only slowly contributing LT-HSCs co-exist with more active progenitors that can presumably also execute self-renewal divisions (Sun et al., 2014; Busch et al., 2015; Säwen et al., 2018). It appears that many aspects of this structure are re-created in cultures and, as we show, this requires as input the normally very slowly dividing and presumably most primitive LT-HSCs.

While the parallel self-renewal and differentiation in HSC cultures represent a fundamental difference compared to other in vitro stem cell self-renewal systems (e.g. for ES/iPS cells), where preferential self-renewal can be achieved, the differentiation of HSCs can be taken advantage of. We observed that even single cultured HSCs can enhance the speed of donor reconstitution and alleviate the effects of myeloablative conditioning, and the parallel self-renewal and differentiation can also be harnessed to approach HSC fate decisions at a molecular level (Weinreb et al., 2020). This was exemplified by our single-cell multimodal experiments, which allowed for determinations of the differentiation trajectories of cHSCs in the culture system and their associated molecular features. However, as the expansion of genuine LT-HSC activity is far from unlimited, a shortage of HSCs is by all likelihood still an obstacle for larger-scale screening efforts such as genome-wide CRISPR screens and larger small molecule screens.

During our studies, we encountered several aspects of the CRA that are often neglected. First, the HSC activity when transplanted at limited numbers highlighted large variations in between recipients, which is in line with previous extensive single-cell transplantation experiments (Yamamoto et al., 2018; Yamamoto et al., 2013; Benz et al., 2012; Carrelha et al., 2018; Oguro et al., 2013). While raised previously (Ema and Nakauchi, 2000), taking into account not only the repopulating activity but also clonal aspects has not reached wide use. Emerging barcoding technologies, by which many clones can be evaluated in a single mouse, makes this easier. Second, the progeny from a relatively small number of cultured cHSCs (10–50 cells) vastly outcompeted ‘standard’ doses of competitor cells, making quantification unreliable/impossible. This contrasted results from freshly isolated cHSCs transplanted at the same doses used to initiate cultures. While this concern could be overcome by adjusting the graft composition (e.g. enhancing the number of competitor cells), extensive variation still existed among cultures that could be eliminated by using larger amounts of input cells and splitting the contents into individual recipients. This should have relevance also for normal HSC biology by highlighting intrinsic rather than stochastic regulation as the central determinant for persistent HSC function. A third consideration relates to the definition of ongoing HSC activity. We and others have previously established that this is best mirrored by the HSC contribution to myelopoiesis (Norddahl et al., 2011; Domen and Weissman, 2003). When we assessed cultured EPCR^+^CD48^+^ cells (with predominantly transient multilineage activity), we observed prominent long-term T cell contribution but limited myeloid reconstitution. This should not be confused with the concept of HSC lineage-bias, but rather reflects that the pool of T cells in vivo can be maintained by homeostatic proliferation and thus do not require continuous input from HSCs. Thus, short-lived non-self-renewing multipotent progenitors, which are generated in large numbers in culture, can contribute extensive (lymphoid) offspring in the long term but should not be mistaken for ongoing HSC activity. This consideration is valid also for competitor grafts in the CRA (in the form of WBM cells), which contain numerous progenitor cells that can rapidly and persistently contribute to lymphopoiesis. Thus, as opposed to the classic CRA, where the overall donor contribution is assessed (Harrison et al., 1993), the contribution to short-lived lineages reflects better the ongoing HSC activity, with the contribution to lymphoid lineages serving as a qualitative parameter for multipotency. In agreement with previous viral barcoding studies on HSCs (Lu et al., 2011), we observed that when cultured HSCs are barcoded and assessed long term, there is a strong correlation between barcodes in BM progenitors and myeloid cells, while the pool of mature B cells contain clones that cannot be recovered in other lineages (data not shown).

Successful repopulation of non-conditioned hosts is based on the suggestion that large numbers of HSCs are needed to saturate those few BM niches available for engraftment (Bhattacharya et al., 2006; Czechowicz et al., 2007). Apart from evident clinical implications, avoiding toxic myeloablation has also been a precedence in experimental murine HSC biology, where lethal myeloablation enforces vigorous HSC proliferation following transplantation (Säwén et al., 2016), but which contrasts native contexts (Säwén et al., 2016; Sun et al., 2014; Busch et al., 2015). We observed that the CD45.1/CD45.2 differences are sufficiently immunogenic to mediate long-term graft failure in the non-conditioned setting, which in hindsight has been alluded to previously (Bhattacharya et al., 2006; van Os et al., 2001; Xu et al., 2004). Thus, by matching hosts for CD45 isoforms, we could successfully obtain low-level (2–5%) long-term multilineage chimerism in adult non-myeloablated hosts from only 100 cHSCs. Intriguingly, despite being activated to proliferate in vitro, many cHSCs rapidly returned to a quiescent state in vivo, with the most dormant cHSCs exhibiting the most stringent HSC phenotype (EPCR^high^ SLAM LSKs). The possibility for non-conditioned transplantation should complement genetic lineage tracing models aimed at exploring both normal and malignant hematopoiesis in more native/physiological contexts (Säwén et al., 2016; Sun et al., 2014; Busch et al., 2015).

In summary, we here characterized and detailed murine HSCs as they self-renew and differentiate in vitro. Although several aspects of the PVA system remain to be explored, a powerful in vitro self-renewal system has been a long-sought goal in HSC biology where HSCs have been notoriously difficult to uphold in an undifferentiated/self-renewal state. The merger of this system with recent advances in transplantation biology, genome engineering, and single-cell techniques holds promise for many exciting discoveries of relevance to both basic and more clinically oriented hematopoietic research.

## Materials and methods

### Mice

Adult (8- to 10-week-old) C57Bl/6N (CD45.2^+^) female mice were purchased from Taconic. Transgenic *Fgd5*-ZsGreen-2A-CreERT2 mice (Gazit et al., 2014) (JAX:027789) was a kind gift from Derrick Rossi. Mice were maintained in the animal facilities at the Biomedical Center of Lund University and kept in environment-enriched conditions with 12 hr light-dark cycles and water and food provided ad libitum. All experimental procedures were approved by a local ethical committee (permits M186-15 and 16468/2020). All efforts were made to reduce the number of experimental animals and suffering.

### BM transplantation

All mice used as recipients were 8–12 weeks of age. For conditioned recipients, mice were lethally irradiated (950 cGy) at least 4 hr prior to transplantation. The conditioned mice received prophylactic ciprofloxacin (HEXAL, 125 mg/l in drinking water) for 2 weeks beginning on the day of irradiation. All transplantations were performed through intravenous tail vein injection. The amount of transplanted test cells and competitor/support cells is described in the Results section.

### In vitro HSC culture

In vitro HSC cultures were performed using F12-PVA-based culture conditions as previously described (Wilkinson et al., 2019). In brief, cHSCs (EPCR^high^CD150^+^CD48^-/low^ LSKs) were sorted into 96-well flat-bottom plates (Thermo Scientific) coated with 100 ng/ml fibronectin (Sigma) for >1 hr at 37°C prior to sorting. HSCs were sorted into 200 µl HSC media (Supplementary file 1a) and expanded at 37°C with 5% CO_2_ for up to 21 days. The first media changes were performed 5 days (for ≥50 initial HSCs), 10 days (for 10 initial HSCs), or 15 days (for single-cell cultures) after initiation of cultures and then every 2 days. For pre-cultures associated with lentiviral transduction, the first media change was performed 24 hr after transduction and then as above. Cells were split at a 1:2–1:4 ratio into new fibronectin-coated plates when reaching 80–90% confluency (normally every 4 days after the first split). In order to expand cHSCs to reach a workable number as well as avoiding vast numbers of differentiated cells generated after very long term of culture (for example up to 4 weeks), the cHSCs were kept expanding ex vivo for 3 weeks as a standard protocol. Following 14- and/or 21-day expansion, cellularity was assessed using an Automated Cell Counter (TC20, Bio-Rad) and used for flow cytometric analyses and/or transplantation. BM cells collected from wild-type animals were pooled together for sorting to initiate HSC cultures. Each initial well was considered as a technical replicate and treated/analyzed separately.

### Cell preparation

Mice were euthanized by cervical dislocation after which bones (both right and left tibias, femurs, and pelvis) or spleens were extracted. Fetal cells were extracted from livers at E14.5. Bones were crushed using a mortar and pestle and BM cells were collected in ice-cold phosphate-buffered saline (PBS, Gibco) with 1% fetal bovine serum (Sigma-Aldrich) (FACS buffer), filtered (100 µm mesh) and washed. FL or spleen cells were brought into single-cell suspension by grinding through a 100 µm mesh. BM or FL cells were cKit-enriched by anti-cKit-APCeFluor780 (eBioscience) staining and spleen cells were CD4-enrihced by anti-CD4-APC-Cy7 staining, followed by incubation with anti-APC-conjugated beads (Miltenyi Biotec). Magnetic separation was performed using LS columns according to the manufacturer’s instructions (Miltenyi Biotec). cKit-enriched BM or FL cells were washed and stained with fluorescently labeled antibodies for analysis or sorting.

PB chimerism analysis after transplantation was done as previously described (Säwen et al., 2018). In brief, blood was drawn from tail vein into FACS buffer containing 10 U/ml Heparin (Leo). After incubating with an equal volume of 2% dextran (Sigma) in PBS at 37°C, the upper phase was collected and erythrocytes were lysed using an ammonium chloride solution (STEMCELL Technologies) for 3 min at room temperature, followed by washing.

For analysis and/or sorting after ex vivo expansion, cultured cells were resuspended by pipetting and collected using FACS buffer. An aliquot was taken for cell counting using an Automated Cell Counter (TC20, Bio-Rad).

### Flow cytometry analysis and FACS

Cells were kept on ice when possible, with the FACS buffer kept ice-cold. Staining, analysis, and sorting were performed as previously described (Säwén et al., 2016). In brief, cells were resuspended in Fc-block (1:50, 5×10^6^ cells/50 µl, InVivoMab) for 10 min and then for 20 min with a twice concentrated antibody staining mixture (Supplementary file 1b-j) at 4°C in dark. In case biotinylated lineage markers were included, a secondary staining with streptavidin BV605 was performed for 20 min (1:400, 5×10^6^ cells/100 µl, Sony) at 4°C in dark. After a final wash, the cells were resuspended in FACS buffer containing propidium iodide (1:1000, Invitrogen).

All FACS experiments were performed at the Lund Stem Cell Center FACS Core Facility (Lund University) on Aria III and Fortessa X20 instruments (BD). Bulk populations were sorted using a 70 µm nozzle, 0.32.0 precision mask, and a flow rate of 2–3K events/s. HSCs for single-cell culture were index-sorted. FACS analysis was performed using FlowJo v10.8.0 (Tree Star Inc).

### Multiome single-cell sequencing

#### Library preparation

Multiome sequencing experiments were performed at the Center for Translational Genomics (Lund University) using the Chromium Next GEM Single Cell Multiome ATAC+Gene Expression Reagent Bundle kit according to the manufacturer’s instructions (10x Genomics). 40,000 viable cells or EPCR^+^ viable cells were sorted from ex vivo expanded cultures for multiome single-cell sequencing. Data has been uploaded to GEO under accession number GSE234906.

#### Bioinformatic analysis

Data was mainly analyzed with the Seurat (Hao et al., 2021) and Signac (Stuart et al., 2021; R Development Core Team, 2022) packages, as well as the SAILERX Python package (Cao et al., 2022) for the joint-modality dimensionality reduction. All accompanying code for the single-cell multiome analysis post Cell Ranger can be found at this GitHub repository (https://github.com/razofz/DB_QZ_multiome, copy archived at Olofzon, 2023), including conda specifications for the environments used with exact versions of all packages.

##### Preprocessing

The count matrices were generated with the Cell Ranger ARC tool (v2.0.0), aligned to the reference genome mm10. The aggregated dataset (containing data for both samples) were then loaded into Signac/Seurat in R where non-standard chromosomes were removed and the Seurat object split into the two samples, here named Diverse and Immature, which corresponds to whole culture or sorted EPCR^+^ cells, respectively. 

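Nearly all of the open chromatin lay on standard chromosomes. Of the peaks in the aggregated list, 135876 were on chromosomes 1 to 19, X and Y, and 54 were on 5 unplaced or unlocalized scaffolds and were left out. The peaks had a median width of 872 bp (5th to 95th percentile 658 to 921 bp), none overlapped another, and together they covered 114.5 Mb, or 4.33% of the sequenced bases of mm10. Autosomes held between 44.5 peaks per Mb (chromosome 14) and 79.2 peaks per Mb (chromosome 11), with a median of 55.1 over the 19 autosomes. Chromosome 19 was second with 73.3 peaks per Mb. Chromosome X held 20.4 peaks per Mb, 0.371 times the median autosome (0.365 times with distal peaks only). These densities are not adjusted for sequence composition. Autosomal bins matched on GC content, protein-coding TSS and repeat share gave chromosome X an expected 28.6 peaks per Mb, against 21.0 observed in its bins. Of the protein-coding genes on chromosome X, 53.7% had a peak within 2 kb of the TSS, compared with 59.3% (chromosome 14) to 83.2% (chromosome 12) on the autosomes. Chromosome Y held 11 peaks, none of them near a TSS.

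**Figure D2:**
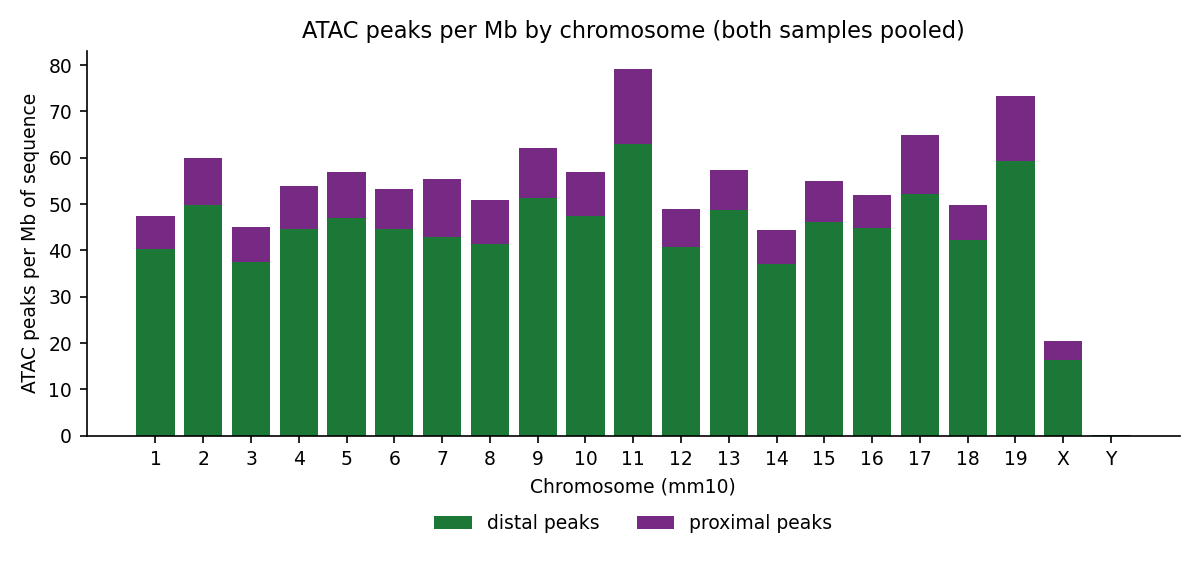
ATAC peaks per Mb of sequence (y axis) on each mm10 chromosome (x axis) in the list called over both samples, with distal peaks in green and proximal peaks in purple stacked on them. Chromosome X (20.4 peaks per Mb) stands below every autosome, the lowest of which is chromosome 14 (44.5 peaks per Mb). The densities are not adjusted for GC content, gene density or repeats.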

The data were then filtered on UMI, gene and peak counts, as well as nucleosome signal and transcription start site (TSS) enrichment, with separate thresholds for the two samples. The ATAC features were classified as either distal or proximal peaks, and split accordingly. Proximal peaks were defined as a±2 kbp region around the TSS. The TSS positions were retrieved from GREAT’s website, and GREAT v4 mm10 version was used. All peaks not classified as proximal received the classification ‘distal’. 

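Most of the open chromatin of the cultured cells lay away from promoters. With a TSS for each gene of the feature list taken from GENCODE M21, 23609 peaks (17.4%) were proximal, with any base within 2 kb of a TSS, and 112267 were distal. By the midpoint of the peak 15.9% were proximal, whereas sequence within 2 kb of a TSS makes up 4.25% of the genome. By their midpoints, 53.3% of the distal peaks lay in introns, 40.2% between genes and 6.47% in exons. Several regulators of blood cells carried many peaks along their gene bodies. There were 38 within *Tcf4*, an E protein gene active in plasmacytoid dendritic cells, 30 within *Mitf*, a factor of mast cells, 27 within *Erg* and 21 within *Fli1*, which encode ETS factors of stem cells and megakaryocytes. *F13a1*, the gene of a coagulation factor subunit made by monocytes and megakaryocytes, had 14 peaks in its body and none at its promoter. Conversely, a peak lay within 2 kb of the TSS of 63.0% of all genes and of 71.9% of the protein-coding genes. The TSS table of GREAT was not used here, and the proximal share depended on the TSS that count. It was 14.4% without genes of provisional names (Gm numbers and Rik), and 25.5% with the TSS of every annotated transcript, a setting chosen after the data were seen.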

Motifs were then identified for distal and proximal peaks separately (Fornes et al., 2020).

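Distal and proximal peaks differed in the motifs they held. The largest excess in distal peaks was that of the CTCF core (CCANNAGRKGGC), the site of the insulator protein CTCF, which was in 12.4% of 112229 distal peaks and in 3.88% of 88966 control windows (ratio 3.21, 95% interval 3.10 to 3.33). This ratio was 9.51 against shuffled sequence and 9.77 in the central 200 bp. In proximal peaks the largest excess over these control windows was that of the general ETS consensus (CCGGAAGT), present in 5.96% of 23597 proximal peaks and 0.784% of 19011 control windows (ratio 7.61, 6.43 to 9.00). The ratio of ETS was 15.8 in the central 200 bp, 3.69 (1.57 to 8.72) with control windows weighted to the GC content of proximal peaks and 2.67 (2.42 to 2.95) against shuffled sequence, where CTCF sites had a higher one (4.13). In distal peaks it was 1.75 (1.58 to 1.93). PU.1/SPIB sites were in 8.94% of proximal peaks (ratio 1.88), and CTCF sites in 7.14% (ratio 1.43). Sites of RELA, a subunit of NF-kB (GGGAMTTYCC), were in excess in both classes, with ratios of 2.02 (1.82 to 2.24) in distal and 2.33 (1.85 to 2.94) in proximal peaks. The latter was 1.20 (1.01 to 1.42) against shuffled sequence, and 2.26 with GC-weighted windows, where the interval (0.498 to 10.2) included 1. The NFI consensus had ratios of 2.21 (1.62 to 3.00) and 2.26 (1.10 to 4.64), but showed no excess over shuffled sequence, at 1.02 (0.814 to 1.28) in distal and 0.700 (0.432 to 1.13) in proximal peaks. The E-box CAGCTG of E proteins had ratios of 1.21 and 1.20, and that in proximal peaks turned to 0.850 (0.753 to 0.959) with GC-weighted windows.

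Of the 23 motifs, 15 were more frequent and 5 less frequent in distal peaks than in control windows. In proximal peaks 8 were more and 14 less frequent, but with GC-weighted control windows 5 were more frequent and 1 was less. Proximal peaks had a mean GC content of 56.1% and their control windows 44.7%, while distal peaks had 46.4% and theirs 44.0%. The direction of several motifs in proximal peaks depended on this control. The ratio of IRF was 0.844 and turned to 1.61 (1.03 to 2.51) with GC-weighted windows. RUNX had 0.743 and AP-1 0.846, and with GC-weighted windows no direction can be read for either (0.880 to 1.55 and 0.835 to 1.62). Against shuffled sequence RUNX turned to 1.60, while AP-1 had 1.01 with an interval that included 1. The HLF consensus (TTAYRTAA), of a factor enriched in HSCs, had a ratio of 0.887 in distal peaks and 0.506 in proximal peaks, and with GC-weighted windows the former turned to 1.16 (1.11 to 1.21) while the interval of the latter included 1 (0.682 to 3.09). Against shuffled sequence the ratio of HLF turned to 1.81 in distal and 2.12 in proximal peaks. MECOM sites (GAYAAGATAA) had 0.806 in distal peaks, and 1.00 when these were set against shuffled sequence. MEF2 sites had 1.12 in distal peaks and IRF sites 1.03, and against shuffled sequence these were 1.56 and 2.39. The interval of MEF2 included 1 with windows 20 kb to the left (0.998 to 1.14), and that of IRF in the central 200 bp (0.993 to 1.10). The motifs of factors from outside the blood showed no excess in distal peaks over these windows, at 1.01 for HNF4, 0.730 for HNF1, 1.05 for GRHL and 0.958 for TEAD, but GRHL had 1.30 (1.06 to 1.59) over windows 20 kb to the left. In proximal peaks GRHL sites had a ratio of 2.62, against 0.806 (0.623 to 1.04) over shuffled sequence. EBF sites had 1.76 (1.55 to 2.00) in proximal peaks, but 1.04 (0.935 to 1.15) over shuffled sequence and 1.27 (0.633 to 2.54) with GC-weighted windows. The lowest ratios there were 0.376 for HNF1 and 0.504 for MECOM, and with GC-weighted windows their intervals were too wide to give a direction.

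Single motif sites are given as examples at genes of the myeloid lists. A distal peak on chromosome 2 from 91088913 to 91089764, in an intron of *Spi1*, held a PU.1/SPIB site at 91089250 to 91089257 (TCAACCATGAGAGGAAGTTGCAAGACGG), 6.86 kb from the TSS. Upstream of *S100a8*, an intergenic peak on chromosome 3 from 90659281 to 90660122 held a C/EBP site at 90659492 to 90659499 (ACCTCTATCTTTATGCAATTGGCCTAGT), 9.48 kb from the TSS. An intergenic peak upstream of *Ccr2*, on chromosome 9 from 124098821 to 124099723, held a C/EBP site at 124099637 to 124099644 (TAACATTGGTTTGCATAAGTCCTATTAA), 2.31 kb from the TSS, and a GATA site at 124099552 to 124099558 (GACAAGCTACTGATAAGACATCTATAC). In an intron of *Gata2*, a peak on chromosome 6 from 88202801 to 88203710 held a GATA site at 88203199 to 88203205 (TGCAGCCGGTAGATAAGGAAACTTCGT), 9.31 kb from the TSS. All positions are in mm10, and the presence of a consensus does not show that the factor was bound. From the genes expressed in each cluster and the distal motifs, the paper states that it could identify early HSPCs and many differentiated myeloid cells, and reports little evidence of lymphoid differentiation (Figure 2B).

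**Figure D3:**
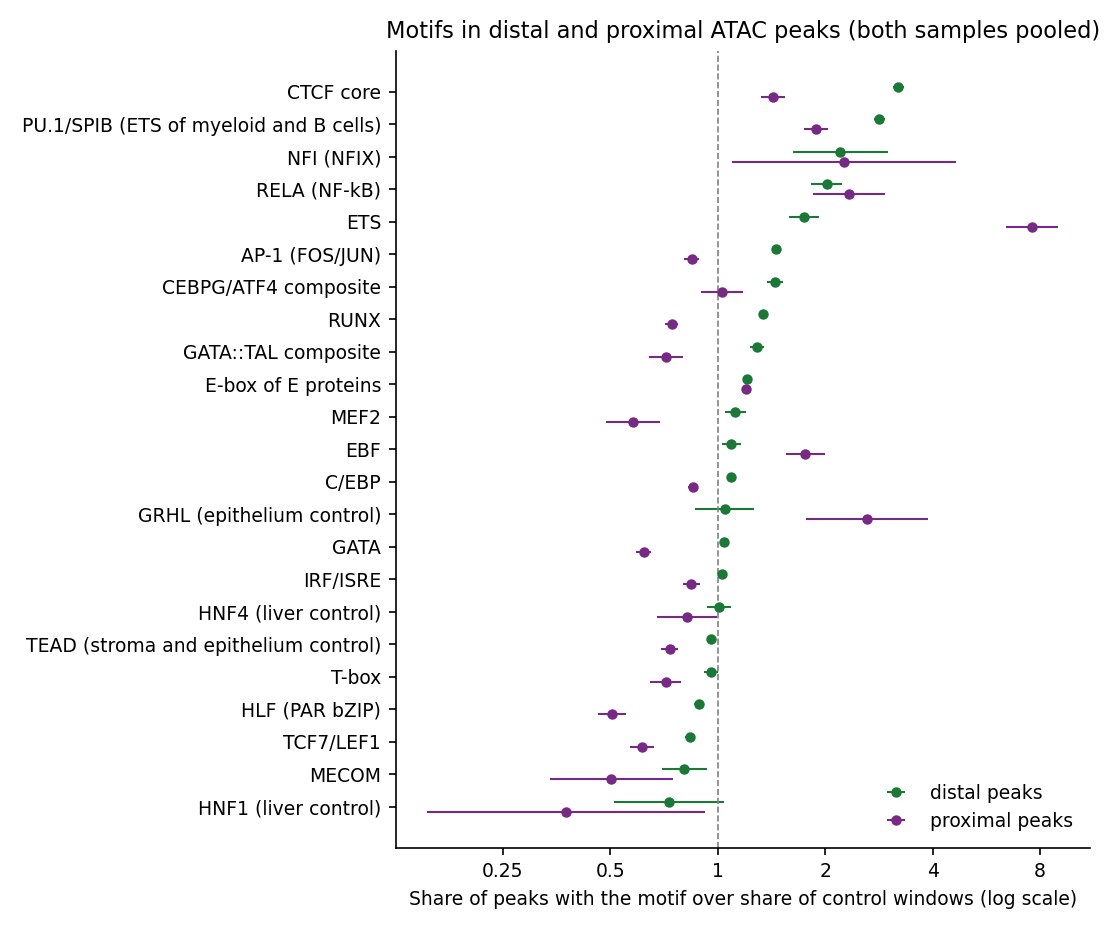
Share of ATAC peaks with a motif over the share of control windows with it (x axis, log scale) for 23 motifs (y axis), in distal (green) and proximal (purple) peaks, with 95% intervals for counting error as lines and a dashed line at 1. With these control windows, CTCF (3.21) and PU.1/SPIB (2.84) have the largest ratios in distal peaks and ETS (7.61) in proximal peaks, where many other motifs lie below 1.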

##### Downstream processing and joint-modality dimensionality reduction

The samples were processed separately. Since SAILERX uses pre-existing dimensionality reduction and clusters for the RNA modality, the RNA data was normalized and scaled, highly variable genes (HVGs) were found, principal component analysis (PCA) was run, and clustering was performed, all with the Seurat standard functions with default parameters. After that, relevant data was extracted (metadata including RNA clusters, PCA embeddings, a whitelist of non-filtered out cell barcodes, ATAC peak count matrix) and with it an hdf5 file similar to the example files provided by the SAILERX repository was created (https://github.com/uci-cbcl/SAILERX; Cao, 2022). A SAILERX model was then trained on the generated hdf5 files (still sample-wise) according to their provided instructions. The resulting embeddings from the SAILERX joint-modality dimensionality were then exported and imported into the respective Seurat objects. In Seurat, the embeddings were used for graph construction, clustering, and constructing UMAPs. Scores for cell cycle gene signatures were calculated and visualized (Figure 2E for the Immature sample) using Seurat’s corresponding standard functions with default parameters.

##### Differential gene expression

Differential gene expression testing was performed on the resulting clusters using Seurat’s FindAllMarkers function with the HVGs found above. This analysis was used to calculate HSC signature score as described below (section ‘HSC signature’).

##### ATAC processing and cluster annotation

Motif activity scores were identified with chromVAR (Schep et al., 2017) for distal and proximal peaks, respectively, still sample-wise. Differentially active motifs (DAMs) were then identified for each cluster. Annotation of clusters in terms of cell type was then performed manually with the help of DEGs and DAMs (Figure 2B), guided by pre-existing data on the expression profiles of cell types using the Enrichr platform (https://maayanlab.cloud/Enrichr/).

##### HSC signature

A 13 gene condensed HSC signature list (Figure 2—figure supplement 1C) was obtained by mining genes associated to cluster 5 with publicly available gene expression data of HSCs from the ImmGen consortia and Bloodspot (https://servers.binf.ku.dk/bloodspot/). This signature was then used to calculate a score with Seurat’s AddModuleScore function. 

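All 13 genes of the condensed signature had open chromatin at or near their promoter in the cultured cells, compared with 73.7% of the background genes. For 10 of the 13 genes the TSS itself lay in a peak, and the 13 loci together held 134 peaks within 50 kb of the TSS. *Meis1*, a homeobox factor needed for HSC maintenance, had the most with 19, followed by *Mboat2* with 15, *Hlf* with 13 and *Mecom* and *Cd34* with 12 each. *Adgrl4* and *Angpt1* had 11 each, *Csgalnact1* and *Grb10* had 10 each and *Samd12* had 6. Because the study mined this list from cluster 5 of the same nuclei, the counts are not independent evidence that these genes are active in HSCs.

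*Meis1* lies on chromosome 11 of mm10 from 18879817 to 19018985, with 26 peaks in its gene body. *Mecom*, which encodes the EVI1 regulator of HSCs, lies on chromosome 3 from 29951296 to 30548008 and held 56 peaks in its body. Its promoter peak, from 30549986 to 30550813, lay 1978 bp upstream of the annotated TSS and would not count within 1 kb. *Hlf*, on chromosome 11 from 90336536 to 90390895, had its TSS in a peak from 90390486 to 90391378, and 9 peaks lay in its gene body. *Angpt1*, the gene of a ligand of the TIE2 receptor, lies on chromosome 15 from 42424723 to 42676977 and had 4 promoter peaks. *Cd34*, on chromosome 1 from 194938819 to 194961279, had 5 peaks in its body.

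Of the 134 peaks, 31 were proximal, and by their midpoints 65 lay in introns, 34 between genes and 4 in exons. In an intron of *Cd34*, a peak from 194943256 to 194944161 held a GATA site at 194943694 to 194943700 (TGAGTGATAGAGATAAGTTCTGCTCTG), and an intron peak of *Meis1* from 18996354 to 18997232 held a PU.1/SPIB site at 18996974 to 18996981 (AAGTGATCACACTTCCTCTGCTCGCAGT, read on the reverse strand). Each was the site nearest the TSS among all distal peaks within 50 kb, so finding a site does not tie the motif to the gene. The 13 genes had on average 10.3 peaks, 1.29 times the mean of matched random lists, which was within the range of 95% of them (percentile 93.2), and 9 of the 13 had more peaks than the median of matched genes. The percentile depended on the setting, with 75.7 for peaks within 100 kb, 52.3 (1.01 times) against lists not matched on gene density and 98.0 with all genes as background. It was 99.5 when each peak was given to the gene with the nearest TSS, a setting chosen after the data were seen.

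**Figure D4:**
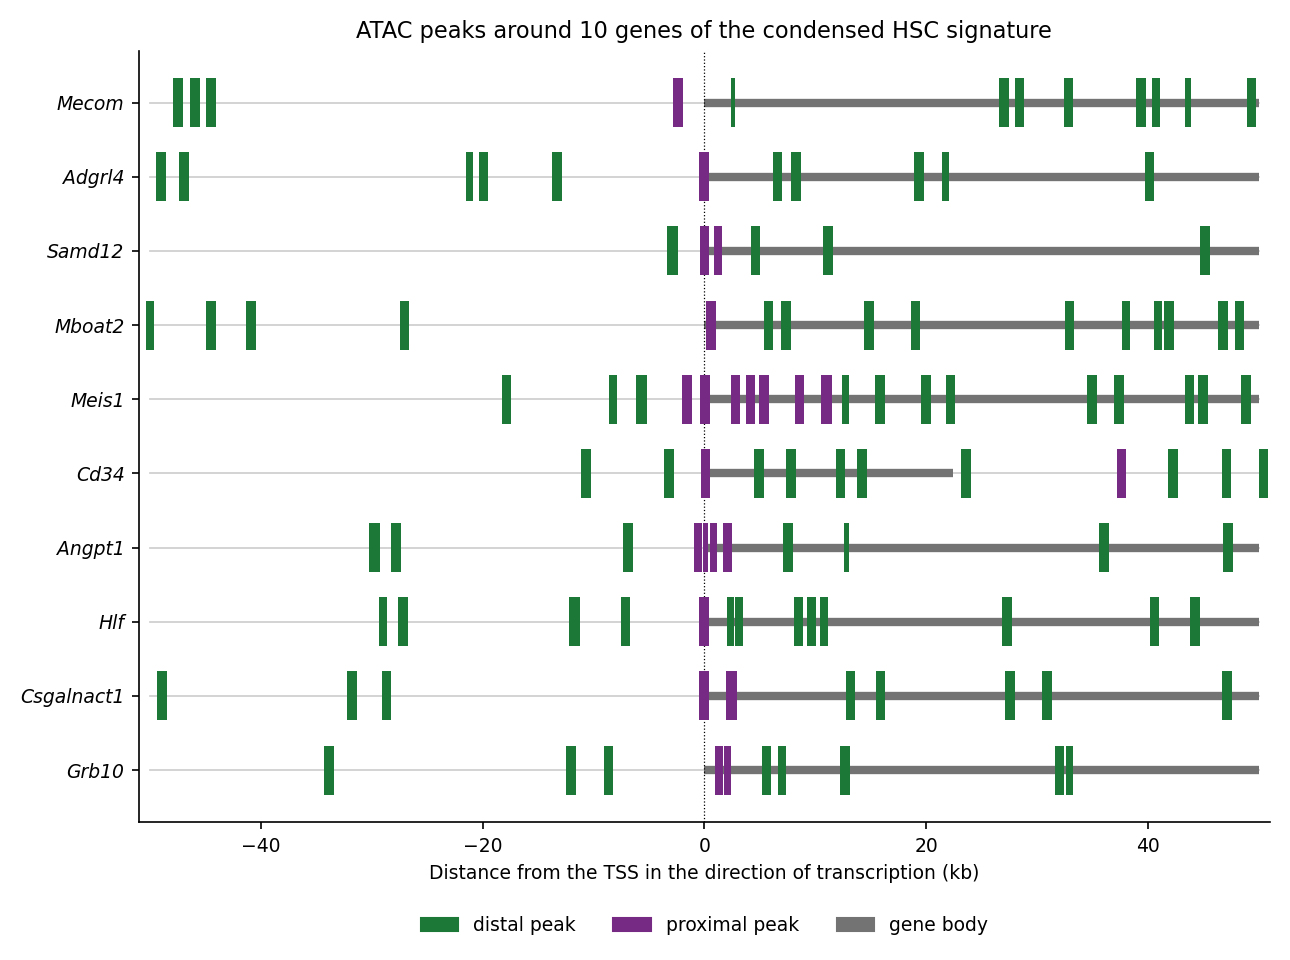
ATAC peaks within 50 kb of the TSS of 10 genes of the signature (y axis) by distance from the TSS in the direction of transcription (x axis, kb), with distal peaks in green, proximal peaks of any gene in purple and the gene body as a thick grey line. *Meis1* shows 19 peaks and *Samd12* 6, and in *Mecom* the promoter peak lies upstream of the TSS.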

A classification for expression of this gene signature was performed with a slightly modified version of Seurat’s CellCycleScoring function, where instead of three classifications (S, G2M, or Undecided/G1) two classifications were used (expressed or not expressed). This classification was then used to create the contours used in Figure 2D–E, and the signature score used for coloring the points in the same plots.

##### Trajectory inference in the Diverse sample

Trajectory inference was performed for the Diverse sample with the slingshot package (Street et al., 2018). As initiating cluster, the cluster 5 was assigned (the earliest cluster), and end clusters chosen were clusters 4, 1, 6, and 7. The slingshot function of slingshot was used with otherwise default parameters. A joint UMAP with the four resulting trajectories was constructed (Figure 2C). To circumvent the problem of interfering color scales, only the top 20% expressing cells for each marker were chosen for coloring, and overlapping cells between these sets were excluded.

### Assessment of HSC heterogeneity via DNA barcoding

Lentiviral barcode libraries were purchased from AddGene (No. 115645 and No. 83993) and amplified according to instructions (Biddy et al., 2018; Horlbeck et al., 2016). AddGene 83993 is a Crispri gRNA library that was repurposed here for the purpose of lentiviral barcoding (e.g. no Cas9 was co-expressed). These libraries were kind gifts from Samantha Morris and Jonathan Weissman.

For pre-culture labeling, five wells containing 1000 CD45.1^+^ HSCs each were sorted and cultured for 48 hr. Cells were then transduced with the AddGene 115645 library (containing >5737 unique barcodes) overnight with approximately 35% transduction efficiency, which was followed by regular culture procedures. After 19 days, expanded cells were collected from each initial wells separately. Half of the expanded cells were transplanted into individual ‘parental’ CD45.2^+^ recipients and the rest were mixed together and transplanted into five ‘daughter’ CD45.2^+^ recipients. Each ‘parental’ or ‘daughter’ recipient received an estimated expansion equivalent to 500 cHSCs. For post-culture labeling, 3000 cHSCs were sorted from CD45.1^+^ mice and expanded for 13 days. Thereafter, the cells were transduced with the AddGene 83993 library (containing >10,090 unique barcodes) overnight at an approximate density of 100,000 cells/well. Half of the cultured and transduced cells were transplanted into 5 CD45.2^+^ WT recipients. Each recipient received an estimated expansion equivalent to 300 cHSCs, of which approximately 15% were transduced according to assessments of transduction efficiencies. Barcode-labeled cells were collected and analyzed from four recipients. For both pre- and post-culture labeling experiments, recipients were lethally irradiated and provided with 500,000 unfractionated CD45.2+WBM cells each as support. At the experimental endpoints (16 weeks after transplantation), barcode labeled BM myeloid cells were sorted into 200 µl RNA lysis buffer (Norgen Biotek Corp) (‘pre-culture’ barcoding) or pelleted for genomic DNA extraction (‘post-culture’ barcoding) and proceeded to library preparation and sequencing analysis.

RNA was isolated according to the protocol of Single Cell RNA Purification Kit (Norgen Biotek Corp) and cDNA was synthesis using qScript cDNA SuperMix (Quantabio). Genomic DNA was extracted using PureLink Genomic DNA Mini Kit (Invitrogen). The 8- (pre-culture) and 21-base pair (bp) barcodes (post-culture) were amplified by PCR using Q5 High-Fidelity DNA Polymerase (New England Biolabs). Primers used are listed in Supplementary file 1k. Adapters containing index sequences (Supplementary file 1k) were added by PCR for 7 cycles. After each PCR amplification step, the products were cleaned up using SPRIselect beads (Beckman Coulter). Purified libraries were run on Agilent High Sensitivity DNA Kit chip (Agilent Technologies) to verify the expected size distribution, quantified by Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific), and pooled at equimolar concentrations. Pooled libraries were loaded on an Illumina MiSeq Reagent Nano Kit v2 flow cell following protocols for single-end 100-cycle sequencing. FASTQ files were further assessed with FastQC (v0.11.2), including read count, base quality across reads, and guanine and cytosine content per sequence.

After extracting the reads of each barcode, the frequency in each recipient was calculated and barcodes with a frequency less than 0.1% were considered background reads. This is an arbitrary cut-off. Barcodes present in more than one ‘parental’ recipient were excluded from analysis (7% and 2% of barcodes pre- and post-culture, respectively) to avoid the possibility of including HSCs transduced independently with the same barcode or potential over-represented barcodes. Reads were normalized to 10^6^ total reads per recipient followed by statistical analyses.

### CTV labeling for in vitro and in vivo HSC proliferation tracing

CD45.2^+^-cultured cells, cKit-enriched BM cells, or CD4-enriched spleen cells were collected, washed, and pelleted. Cells were resuspended to a final concentration of 5×10^6^ cells/ml and labeled with 1 µM CTV (Invitrogen) in PBS for 10 min at 37°C. The reaction was stopped by adding same volume of ice-cold FACS buffer and washing again with FACS buffer. For in vitro proliferation tracing, 10^5^ CTV-labeled cKit-enriched BM cells were plated into each well containing F12-PVA culture media (Supplementary file 1a). At each time point, half of the cultured cells were collected and stained for evaluating cHSC CTV signals (Supplementary file 1h) while the remaining cells were kept in culture for continuous expansion. For in vivo proliferation tracing, CTV-labeled EE100-cultured cells or 5×10^6^ cKit-enriched BM cells were mixed with 2×10^6^ CTV-labeled CD4-enriched spleen cells and transplanted into one CD45.1^+^/CD45.2^+^ unconditioned recipients. For analysis, BM cells were cKit-enriched and stained accordingly (Supplementary file 1i). CD4 positive spleen cells were collected from the same recipient as a control for positive signal/undivided cells (Supplementary file 1j).

### Statistical test

Statistical analyses were performed using Microsoft Excel and GraphPad Prism 9. Significance was calculated by Mann-Whitney tests if not otherwise specified. Statistical significances are described in figure legends for the relevant graphs. In all legends, n denotes biological replicates.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE234906. All data generated or analysed during this study are included in the manuscript and supporting files; source data files have been provided for all figures. The following dataset was generated: ZhangQ OlofzonR Konturek-CieslaA YuanO BryderD 2023Ex Vivo Expansion Potential of Murine Hematopoietic Stem Cells: A Rare Property Only Partially Predicted by PhenotypeNCBI Gene Expression OmnibusGSE23490610.7554/eLife.91826PMC1094264138446538 The following previously published datasets were used: AliNJ Montserrat-VazquezS MallmJP FlorianMC 2022Transplanting rejuvenated blood stem cells extends lifespan of aged immunocompromised mice [scRNA-seq of LSK cells]NCBI Gene Expression OmnibusGSE19707010.1038/s41536-022-00275-yPMC980038136581635 WilsonN DiamantiE 2015Molecular signatures of heterogeneous stem cell populations are resolved by linking single cell functional assays to single cell gene expressionNCBI Gene Expression OmnibusGSE61533 CheJ BodeD KucinskiI CullA BainF BarileM BoydG BelmonteM Rubio-LaraJ ShepherdM ClayA WilkinsonAC YamazakiS GöttgensB KentDG 2022Tracking ex vivo hematopoietic stem cell function using Fgd5 and EPCR reveals molecular regulators of expansionNCBI Gene Expression OmnibusGSE175400

## Additional files

Supplementary file 1. Tables for (a) contents of murine hematopoietic stem cell (HSC) media for in vitro culture, (b–j) antibodies used in the study, and (k) primers used in the study.

MDAR checklist

# Supplementary material for: Ex vivo expansion potential of murine hematopoietic stem cells is a rare property only partially predicted by phenotype
**Source:** eLife. 2024 Mar 6;12:RP91826. doi: 10.7554/eLife.91826
**Supplement:** Supplementary file 1.

**SUPPLEMENTARY FILE 1**

***EX VIVO* EXPANSION POTENTIAL OF MURINE HEMATOPOIETIC STEM CELLS: A RARE PROPERTY ONLY PARTIALLY PREDICTED BY PHENOTYPE**

Qinyu Zhang^1^, Rasmus Olofzon^1^, Anna Konturek-Ciesla^1^, Ouyang Yuan^1^, David Bryder^1^

**~~SUPPLEMENTAL TABLES~~**

**Supplementary File 1a. Contents of murine HSC media for *in vitro* culture**

|  | **Final concentration** | **Provider** |
| --- | --- | --- |
| Insulin-transferrin-selenium-ethanolamine (ITSX) | 1 x | Gibco |
| Penicillin/streptomycin/Glutamine (P/S/G) | 1 x | Gibco |
| HEPES | 10 mM | Gibco |
| Polyvinyl alcohol (PVA) | 1 mg/ml | Sigma |
| Animal free stem-cell factor (SCF) | 10 ng/ml | Peprotech |
| Animal free thrombopoietin (TPO) | 100 ng/ml | Peprotech |
| In Ham’s F-12 Nutrient Mix (Gibco) | | |

**Supplementary File 1b. Lineage cocktail (Biotinylated)**

| **Surface marker** | **Coupled dye** | **Clone** | **Dilution** | **Provider** |
| --- | --- | --- | --- | --- |
| B220 | Biotin | RA3-6B2 | 1:200 | Sony |
| CD3 | Biotin | 17A2 | 1:100 | Sony |
| Gr-1 | Biotin | RB6-8C5 | 1:400 | Sony |
| Nk1.1 | Biotin | PK136 | 1:400 | BD |
| Ter119 | Biotin | TER-119 | 1:400 | Sony |

**Supplementary File 1c. Lineage cocktail (PE-Cy5)**

| **Surface marker** | **Coupled dye** | **Clone** | **Dilution** | **Provider** |
| --- | --- | --- | --- | --- |
| B220 | PE-Cy5 | RA3-6B2 | 1:200 | Sony |
| CD3 | PE-Cy5 | 145-2C11 | 1:400 | Sony |
| Gr-1 | PE-Cy5 | RB6-8C5 | 1:400 | Sony |
| Nk1.1 | PE-Cy5 | PK136 | 1:400 | Sony |
| Ter119 | PE-Cy5 | TER-119 | 1:400 | Sony |

**Supplementary File 1d. Antibody mixture for BM or FL cHSC sorting**

| **Surface marker** | **Coupled dye** | **Clone** | **Dilution** | **Provider** |
| --- | --- | --- | --- | --- |
| Lineage cocktail | As outlined in Table 2. | | | |
| CD48 | FITC | HM48-1 | 1:200 | Sony |
| CD150 | PE-Cy7 | TC15-12F12.2 | 1:200 | Sony |
| CD201 | PE | RCR-16 | 1:200 | Sony |
| Sca1 | PB | E13-161.7 | 1:200 | BioLegend |

* CD41-PerCP-eFluor710 (1:100, Clone eBioMWReg30, eBioscience Cat. #46-0411-82) was included if mentioned in the results.

**Supplementary File 1e. Antibody mixture for cHSC culture analysis and sorting**

| **Surface marker** | **Coupled dye** | **Clone** | **Dilution** | **Provider** |
| --- | --- | --- | --- | --- |
| Lineage cocktail | As outlined in Table 3. | | | |
| CD48 | AF700 | HM48-1 | 1:100 | Sony |
| CD150 | PE-Cy7 | TC15-12F12.2 | 1:200 | Sony |
| CD201 | PE | RCR-16 | 1:200 | Sony |
| cKit | APCeFluor780 | 2B8 | 1:100 | eBioscience |
| Fcer1a | FITC | MAR-1 | 1:200 | eBioscience |
| Sca1 | PB | E13-161.7 | 1:200 | BioLegend |

* In case of analysis of expansion from Fgd5-ZsGreen labeled HSCs, Fcer1a-FITC was excluded.

**Supplementary File 1f. Antibody mixture for PB chimerism analysis**

| **Surface marker** | **Coupled dye** | **Clone** | **Dilution** | **Provider** |
| --- | --- | --- | --- | --- |
| CD3 | AF700 | 17A2 | 1:200 | Sony |
| CD11b | APC | M1/70 | 1:200 | Sony |
| CD19 | PE-Cy7 | 6D5 | 1:400 | Sony |
| CD45.1 | BV650 | A20 | 1:100 | Sony |
| CD45.2 | BV785 | 104 | 1:100 | Sony |
| Gr-1 | PE | RB6-8C5 | 1:400 | Sony |
| Nk1.1 | PB | PK136 | 1:200 | Sony |
| Ter119 | PerCP-Cy5.5 | TER-119 | 1:200 | Sony |

**Supplementary File 1g. Antibody mixture for BM cHSC chimerism analysis**

| **Surface marker** | **Coupled dye** | **Clone** | **Dilution** | **Provider** |
| --- | --- | --- | --- | --- |
| Lineage cocktail | As outlined in Table 3. | | | |
| CD45.1 | BV650 | A20 | 1:100 | Sony |
| CD45.2 | BV785 | 104 | 1:100 | Sony |
| CD48 | AF700 | HM48-1 | 1:100 | Sony |
| CD150 | PE-Cy7 | TC15-12F12.2 | 1:200 | Sony |
| CD201 | PE | RCR-16 | 1:200 | Sony |
| cKit | APCeFluor780 | 2B8 | 1:100 | eBioscience |
| Sca1 | PB | E13-161.7 | 1:200 | BioLegend |

**Supplementary File 1h. Antibody mixture for culture CTV analysis**

| **Surface marker** | **Coupled dye** | **Clone** | **Dilution** | **Provider** |
| --- | --- | --- | --- | --- |
| Lineage cocktail | As outlined in Table 3. | | | |
| CD48 | APC | HM48-1 | 1:200 | Sony |
| CD150 | PE-Cy7 | TC15-12F12.2 | 1:200 | Sony |
| CD201 | PE | RCR-16 | 1:200 | Sony |
| cKit | APCeFluor780 | 2B8 | 1:100 | eBioscience |
| Fcer1a | FITC | MAR-1 | 1:200 | eBioscience |
| Sca1 | BV711 | D7 | 1:200 | Sony |

**Supplementary File 1i. Antibody mixture for BM CTV analysis**

| **Surface marker** | **Coupled dye** | **Clone** | **Dilution** | **Provider** |
| --- | --- | --- | --- | --- |
| Lineage cocktail | As outlined in Table 3. | | | |
| CD45.1 | BV650 | A20 | 1:100 | Sony |
| CD45.2 | BV785 | 104 | 1:100 | Sony |
| CD48 | FITC | HM48-1 | 1:200 | Sony |
| CD135 | PE | A2F10 | 1:100 | Sony |
| CD150 | PE-Cy7 | TC15-12F12.2 | 1:200 | Sony |
| CD201 | APC | eBio1560 | 1:200 | eBioscience |
| Sca1 | BV711 | D7 | 1:200 | Sony |

**Supplementary File 1j. Antibody mixture for Spleen CTV analysis**

| **Surface marker** | **Coupled dye** | **Clone** | **Dilution** | **Provider** |
| --- | --- | --- | --- | --- |
| CD4 | APC-Cy7 | GK1.5 | 1:200 | Sony |
| CD11b | FITC | M1/70 | 1:400 | BD |
| CD19 | PE-Cy7 | 6D5 | 1:400 | Sony |
| CD45.1 | BV650 | A20 | 1:100 | Sony |
| CD45.2 | BV785 | 104 | 1:100 | Sony |
| Ter119 | PE-Cy5 | TER-119 | 1:400 | Sony |

**Supplementary File 1k. List of primers**

| **Primer pair** | **Sequence (5’ – 3’)** |
| --- | --- |
| Pre-culture Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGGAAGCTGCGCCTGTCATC |
| Pre-culture Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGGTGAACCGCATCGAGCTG |
| Post-culture Forward | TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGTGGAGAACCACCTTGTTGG |
| Post-culture Reverse | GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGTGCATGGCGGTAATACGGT |
| P5 index N101 | AATGATACGGCGACCACCGAGATCTACAC **TAGATCGC** TCGTCGGCAGCGTC |
| P5 index  S502 | AATGATACGGCGACCACCGAGATCTACAC **CTCTCTAT** TCGTCGGCAGCGTC |
| P5 index S503 | AATGATACGGCGACCACCGAGATCTACAC **TATCCTCT** TCGTCGGCAGCGTC |
| P7 index N701 | CAAGCAGAAGACGGCATACGAGAT **TCGCCTTA** GTCTCGTGGGCTCGG |
| P7 index N901 | CAAGCAGAAGACGGCATACGAGAT **AACGTGAT** GTCTCGTGGGCTCGG |
| P7 index N902 | CAAGCAGAAGACGGCATACGAGAT **AAACATCG** GTCTCGTGGGCTCGG |
| P7 index N903 | CAAGCAGAAGACGGCATACGAGAT **ATGCCTAA** GTCTCGTGGGCTCGG |
| P7 index N904 | CAAGCAGAAGACGGCATACGAGAT **AGTGGTCA** GTCTCGTGGGCTCGG |

# Supplementary material for: Ex vivo expansion potential of murine hematopoietic stem cells is a rare property only partially predicted by phenotype
**Source:** eLife. 2024 Mar 6;12:RP91826. doi: 10.7554/eLife.91826
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Details have been provided in the Material and Methods section, under subtitle Multiome single-cell sequencing. |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Details have been provided in the Material and Methods section and the supplemental tables (2-10). |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Details have been provided in the supplemental table 11. |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. | Details have been provided in the Material and Methods section. |  |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Details have been provided in the Material and Methods section, under subtitle Mice. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Details have been provided in the Material and Methods section. |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Details have been provided in the Material and Methods section. |  |
| Randomisation | Details have been provided in the Material and Methods section. |  |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Details have been provided in the Material and Methods section. |  |
| Define whether data describe technical or biological replicates. | Details have been provided in the Material and Methods section. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Details have been provided in the Material and Methods section, under subtitle Mice. |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Details have been provided in the Material and Methods section, under subtitle Statistical test. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Details have been provided in the Material and Methods section, under subtitle Multiome single-cell sequencing. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Details have been provided in the Material and Methods section, under subtitle Multiome single-cell sequencing. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Details have been provided in the Material and Methods section, under subtitle Multiome single-cell sequencing. |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Details have been provided in the Material and Methods section, under subtitle Multiome single-cell sequencing. |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Details have been provided in the Material and Methods section, under subtitle Multiome single-cell sequencing. |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

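Single-nucleus multiome libraries, which measure RNA and accessible chromatin (ATAC) in the same nuclei, were made from 21-day cultures of murine HSCs. There were 4 libraries, an RNA and an ATAC library each from the whole culture and from sorted EPCR+ cells, with 1 library per condition and assay. The authors processed the reads with Cell Ranger ARC 2.0.0 on mm10 and aggregated both samples, and the submitters' processing notes also name Seurat 4.3.0. The 2 deposited lists used here are the barcodes that were called as nuclei and the features of the aggregated dataset. The barcode list carries a well number per barcode and no measurement. The deposited feature list gives the Ensembl ID and symbol of each gene and the position of each ATAC peak, with no count, height or score. Counts per nucleus were not analysed here, so no expression level, cluster, motif activity or depth per nucleus was computed, and the precision of the values is given by the numbers of barcodes, peaks and genes behind them. No source used here names the sample of a well number, and the well counts were therefore left without a condition.

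Barcodes were counted per well, and the number of sequences found in both wells was set against the product of the well sizes over the size of the kit's barcode list, with an exact Poisson interval. Gene positions came from GENCODE M21 on GRCm38, the assembly behind mm10, matched by Ensembl ID without version. Of the genes, 50 had no match and were left out. The TSS of a gene was its most upstream annotated base. Peaks on scaffolds were left out of all other values, as in the study's methods. A peak was proximal if any base lay within 2 kb of a TSS and distal otherwise, after the paper's definition, with GENCODE in place of the TSS table from GREAT that the paper names. A distal peak was called exonic if its midpoint lay in an exon, otherwise intronic if the midpoint lay in a gene body, otherwise intergenic.

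Gene lists were fixed for the HSC signature of the study, sort and reporter markers, stem and progenitor cells, neutrophils, monocytes and macrophages, basophils with mast cells and eosinophils, megakaryocytes, erythroid cells, B cells, T and NK cells, dendritic cells, hepatocytes, neurons, muscle, endothelium with stroma, and widely expressed genes. For each list, the mean number of peaks with any base within 50 kb of the TSS was compared with 10000 random lists of the same size, drawn from genes whose symbol is not a Gm number or Rik name and matched gene by gene on the decile of the number of genes within 100 kb. The result is the percentile among these lists, and no p-value was computed because genes are not replicates. The neutrophil, monocyte and basophil lists were joined as myeloid and the B cell and T and NK cell lists as lymphoid. The genes named in the text are those of the HSC signature and the sort and reporter markers and, for each other list, the 3 genes with the most and the 3 with the fewest peaks, with ties broken by alphabet. Genes named for the peaks in their bodies or for single motif sites were taken from these, as examples picked after the values were seen. Some genes that this rule names, and a motif site, are not reported here, but they remain in the counts and means of their lists.

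Consensus sequences of 23 motifs were searched on both strands of each peak and of a window of the same width 5 kb to the right that overlapped no peak, for distal and proximal peaks apart. The ratio of the shares has a 95% interval on the log scale that covers counting error only. Bases shown around a site extend 10 on each side. Alternatives were windows of 1 and 5 kb for proximal peaks, the midpoint of the peak, TSS without provisional genes, distances of 25 and 100 kb, distal peaks only, all genes as background, unmatched random lists, bases in place of peaks, control windows 20 kb to the left, peak sequences shuffled with their dinucleotides kept, control windows weighted to the GC content of the peaks in steps of 2%, and the central 200 bp of each peak. Further alternatives, added after the data were seen, were the TSS of every transcript or of protein-coding genes only, protein-coding genes as background, each peak given to the gene with the nearest TSS, and a search limited to peaks with their own control window.

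The list comparison was tested on simulated data with 200 lists of 14 genes per setting. With no change, 3.50% of the simulated lists lay above the upper limit of the random lists, and with peak numbers raised 1.5 and 2 times, 53.0% and 94.0% did. The simulated genes were drawn at random with independent counts, so these shares do not cover lists with neighbouring genes that share peaks. The motif search found 22.1% of 20000 simulated windows where 22.2% held the motif. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. Experiments of the paper without a processed table among the lists used here, such as the flow cytometry and transplantation data, were not analysed.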

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

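No test in this part was chosen after its result was seen. Peaks that the study's methods remove or that its text does not discuss were singled out where any were present.

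Of the ATAC peaks, 54 lay on 5 scaffolds that are not part of a standard chromosome, 35 of them on a single scaffold and 12 on another.

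Chromosome Y held 11 peaks, and 10 of them lay between positions 90738814 and 90811316, near the end of the chromosome, with 4 in introns of *Gm47283* and the others between genes. The remaining peak was at 4149776 to 4150669, between genes. Reads from sequence that chromosome Y shares with other chromosomes were tested as a source, and 30.4% of the 31-base words of these peaks occur on another chromosome, compared with 3.70% for 11 randomly drawn peaks of chromosome X. Shared words ranged from 0% in the peak at 4149776 to 93.7% in the peak at 90767466, where all of them occur on chromosome X, so shared sequence may account for some of the peaks and cannot be told apart from signal of chromosome Y over the whole set. The paper states that the mice purchased for the study were female but does not name the donors of these libraries, and no biological explanation was tested.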

How the results depend on the processing

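Settings were chosen before the data were examined, except for the TSS of every transcript or of protein-coding genes only, protein-coding genes as background, the nearest TSS, and peaks with their own control window, which were added after the data were seen. No paired analysis was possible because there was 1 library per condition and assay, so the results come from no test between groups. Depth per nucleus was not analysed here, and the peak list alone cannot show in which sample a locus was open. Of 128 percentiles of the gene lists under other settings, 117 stayed inside or stayed outside the range of 95% of the random lists, 10 moved outside it and 1 moved inside. Of 115 ratios of distal motifs, 96 kept an interval above, below or across 1, 8 lost and 2 gained an interval apart from 1, and 9 moved to the other side of 1, some with an interval that included 1. Of 115 ratios of proximal motifs, these numbers were 71, 19, 1 and 24. PU.1/SPIB, CTCF and ETS kept intervals above 1 in both classes under each setting, while that of RELA in proximal peaks was 0.498 to 10.2 with GC-weighted windows. The cause of the changes listed here was not tested, except where a wider window or more TSS raise a share by construction.

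The proximal share was 13.7% with 1 kb around the TSS, 26.6% with 5 kb, 15.9% by the midpoint of the peak, 14.4% without provisional genes, 25.5% with the TSS of every transcript and 14.3% with those of protein-coding genes. A promoter peak was present at 75.5% of all list genes with 2 kb and at 84.9% with 5 kb, where the share of the background genes rose to 79.2% from 73.7%. With 1 kb the list genes showed no excess, at 69.8% against 70.1% of the background genes. With peaks within 25 kb, the percentile of the basophil and mast cell list was 99.0, and that of the myeloid minus lymphoid difference was 99.0 too. The latter was 98.6 with distal peaks only and 97.8 with protein-coding genes as background, but 80.4 with peaks within 100 kb, 92.8 against random lists not matched on gene density and 94.4 by the nearest TSS. The percentile of the HSC signature was 98.0 with all genes as background, 99.5 by the nearest TSS and 52.3 against lists not matched on gene density, and that of the dendritic cell list was 99.8 with peaks within 100 kb.

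Against shuffled sequence, 8 distal and 5 proximal motifs were less frequent in peaks. With GC-weighted windows, 5 proximal motifs were more frequent and 1 was less frequent, and in the central 200 bp 9 proximal motifs were less frequent. In distal peaks against shuffled sequence, the ratio was 0.744 for C/EBP, 0.739 for CEBPG/ATF4, 0.954 for GATA, 1.00 for MECOM, 1.81 for HLF, 0.873 for HNF4, 0.746 for GRHL and 1.02 for NFI. With windows 20 kb to the left it was 1.30 for GRHL and 0.977 for T-box, whose interval then included 1. In the central 200 bp it was 7.12 for PU.1/SPIB, 2.26 for RUNX, 2.48 for AP-1 and 9.77 for CTCF. With GC-weighted windows it was 1.16 for HLF and 0.905 for EBF. In proximal peaks against shuffled sequence, it was 1.60 for RUNX, 0.885 for CEBPG/ATF4, 1.01 for AP-1, 1.36 for GATA::TAL, 2.12 for HLF, 2.08 for MEF2, 0.700 for NFI, 2.64 for IRF, 7.00 for HNF1, 0.806 for GRHL, 1.02 for TEAD, 1.04 for EBF, 1.20 for RELA and 2.67 for ETS. The value for HNF1 rests on 7 peaks against 1 shuffled sequence (0.861 to 56.9), and the intervals of AP-1, NFI, GRHL, TEAD and EBF included 1 too. With GC-weighted windows it was 1.17 for RUNX, 1.41 for C/EBP, 1.16 for AP-1, 1.04 for GATA, 1.03 for GATA::TAL, 1.03 for MECOM, 1.45 for HLF, 1.54 for MEF2, 1.61 for IRF, 0.850 for the E-box, 1.15 for HNF4, 1.01 for HNF1, 1.27 for EBF and 3.69 for ETS. Of these, only the intervals of C/EBP (1.11 to 1.79), IRF (1.03 to 2.51), the E-box (0.753 to 0.959) and ETS (1.57 to 8.72) lay apart from 1. In the central 200 bp it was 1.05 (0.952 to 1.15) for AP-1.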

Other observations

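The comparison of chromosome X with the range of the autosomes after matching was chosen only after the result was seen. The 9 genes of sort and reporter markers had on average 13.3 peaks within 50 kb of the TSS, 1.37 times the mean of the random lists (percentile 96.3, with 98.4 for peaks within 25 kb and 92.6 against lists not matched on gene density). *Procr*, the gene of EPCR, lies on chromosome 2 from 155751117 to 155755471 and had 15 peaks, 1 of them at the promoter. *Cd48*, on chromosome 1 from 171682009 to 171705258, had 18 peaks and its neighbour *Slamf1* (CD150) had 12. *Fgd5*, the gene of the reporter, lies on chromosome 6 from 91978878 to 92076004 and had 10 peaks near the TSS and 15 in its body. *Kit* had 13 peaks, and *Ptprc* (CD45), *Itga2b* (CD41) and *Ly6a* (Sca-1) had 16 each. *Ly6a* was the only gene of this list without a peak within 2 kb of the TSS. Its nearest peak lay 2332 bp away, and within 5 kb all 9 genes of the list had a peak. *Fcer1a* had the fewest peaks of the list, as it did among the genes of mast cells.

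Many peaks also surrounded the genes of megakaryocytes. The 14 genes had 16.4 peaks (1.53 times) and lay above every random list, but were at percentile 96.1, inside the range of 95% of them, when each peak was given to the gene with the nearest TSS, a setting chosen after the data were seen. *Fli1*, an ETS factor of megakaryocytes, had 30 peaks, and *Gp9* and *Gp1ba*, subunits of the platelet receptor for von Willebrand factor, had 27 and 24, while *Gp6* had 5 and *Thbs1* 3. By the nearest TSS, *Fli1* had 28, *Gp9* 10, *Gp1ba* and *Thbs1* 3 each and *Gp6* 1. Of this list, 12 genes had a promoter peak. The 14 erythroid genes were at the level of random lists (11.0 peaks, 1.02 times, percentile 55.4). *Tfrc*, the transferrin receptor gene, had 20, *Ermap* 17 and *Klf1* 16, whereas *Alas2*, of heme synthesis, and *Add2* had 6 each and *Car1* (carbonic anhydrase) had 0. A promoter peak was present at 9 of them.

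The 10 dendritic cell genes had 13.4 peaks (1.28 times, percentile 93.5, but 1.47 times and percentile 99.8 with peaks within 100 kb), with *Batf3* at 21, *Bst2* at 20 and *Flt3* at 17, against 6 each for *Cd209a* and *Siglech* and 5 for *Tcf4*, and 9 had a promoter peak. The 12 endothelial and stromal genes had 11.3 peaks (1.22 times, percentile 89.1) and 11 had a promoter peak. *Plvap* had 22, *Pecam1* 19 and *Pdgfrb* 17, while *Cxcl12*, *Lepr* and *Tek* had 4 each. Genes from outside the blood had 9.62 peaks for 13 neuron genes (1.07 times, percentile 66.1) and 8.92 for 13 muscle genes (0.802 times, percentile 10.6). A promoter peak was present at 10 of the neuron and 7 of the muscle genes. *Nefl*, *Slc17a7* and *Tubb3* had 18 peaks each, *Rbfox3* 4, *Syt1* 3 and *Stmn2* 2. *Tnni3* had 17 and *Ckm* and *Tnnt2* 15, while *Ttn* had 3 and the myosin genes *Myh1* and *Myh4* had 0. Among hepatocyte genes, *G6pc* and *Ttr* had 14 and *Apoa1* 11, *Alb* had 5, and *Cyp3a11* and *Serpina1a* had 0. Of the widely expressed genes, *Rpl13a* had 23 and *Actb* 21, *Ywhaz* had 12, *Polr2a* 11 and *Sdha* 10, and 13 of the 14 had a promoter peak. By the nearest TSS, *Actb* had 9 and *Rpl13a* 1.

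Chromosome X had fewer peaks per Mb than any autosome. Repeats are argued against as the whole cause, since chromosome X had 38.7 peaks per Mb outside masked repeats and the autosomes 68.3 to 114.1. Masked repeats are not the same as sequence in which reads cannot be placed, which was not measured. A part played by repeats is not excluded, since repeat share is among the features matched next. Autosomal bins of 100 kb matched on GC content, protein-coding TSS and repeat share gave an expected 28.6 peaks per Mb, against 21.0 observed over 1562 of its 1605 bins, so composition may account for most of the gap. It is argued against as the whole cause, because the observed over the expected density was 0.737 on chromosome X and 0.892 to 1.10 on the autosomes. A single active copy of the chromosome, which X inactivation leaves in cells of female mice, stays open as an untested explanation.

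Promoter peaks were found at fewer lymphoid than myeloid genes, by 31.0 percentage points. GC content of the promoters is argued against as the cause, since pairs of random lists matched on it differed by -3.90 points on average (95% of them between -22.7 and 15.1), and the observed difference was at percentile 99.99. Promoters of neighbouring genes are argued against as well, since without genes that have another TSS within 4 kb a promoter peak was present at 30 of 37 myeloid and 13 of 24 lymphoid genes, a difference of 26.9 points. The share was 41.2% for T and NK cell genes, 66.7% for B cell genes and 71.4% for the monocyte list, and these lists were not tested against each other. Within 1 kb of the TSS, the monocyte list (57.1%) was below the B cell list (60.0%). Neuron genes, from outside the blood, had a promoter peak at 76.9%, and no biological explanation of the difference was tested.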
